# Narciclasine attenuates diet-induced obesity by promoting oxidative metabolism in skeletal muscle

**DOI:** 10.1371/journal.pbio.1002597

**Published:** 2017-02-16

**Authors:** Sofi G. Julien, Sun-Yee Kim, Reinhard Brunmeir, Joanna R. Sinnakannu, Xiaojia Ge, Hongyu Li, Wei Ma, Jadegoud Yaligar, Bhanu Prakash KN, Sendhil S. Velan, Pia V. Röder, Qiongyi Zhang, Choon Kiat Sim, Jingyi Wu, Marta Garcia-Miralles, Mahmoud A. Pouladi, Wei Xie, Craig McFarlane, Weiping Han, Feng Xu

## Abstract

Obesity develops when caloric intake exceeds metabolic needs. Promoting energy expenditure represents an attractive approach in the prevention of this fast-spreading epidemic. Here, we report a novel pharmacological strategy in which a natural compound, narciclasine (ncls), attenuates diet-induced obesity (DIO) in mice by promoting energy expenditure. Moreover, ncls promotes fat clearance from peripheral metabolic tissues, improves blood metabolic parameters in DIO mice, and protects these mice from the loss of voluntary physical activity. Further investigation suggested that ncls achieves these beneficial effects by promoting a shift from glycolytic to oxidative muscle fibers in the DIO mice thereby enhancing mitochondrial respiration and fatty acid oxidation (FAO) in the skeletal muscle. Moreover, ncls strongly activates AMPK signaling specifically in the skeletal muscle. The beneficial effects of ncls treatment in fat clearance and AMPK activation were faithfully reproduced in vitro in cultured murine and human primary myotubes. Mechanistically, ncls increases cellular cAMP concentration and ADP/ATP ratio, which further lead to the activation of AMPK signaling. Blocking AMPK signaling through a specific inhibitor significantly reduces FAO in myotubes. Finally, ncls also enhances mitochondrial membrane potential and reduces the formation of reactive oxygen species in cultured myotubes.

## Abstract 2

Narciclasine is a natural compound that attenuates diet-induced obesity in mice by promoting energy expenditure; it also induces a number of beneficial metabolic effects and activates AMPK signaling in skeletal muscle.

## Author summary

Obesity results from the imbalance of food intake and energy expenditure. Since the restriction of food intake is difficult and inefficient in maintaining long-term weight loss, enhancing energy expenditure is now an attractive approach in combating obesity. Here, we analysed the role in this process of a natural compound called narciclasine. We showed that narciclasine treatment reduces excess fat accumulation in peripheral metabolic tissues, improves blood metabolic parameters and insulin sensitivity in obese mice, and protects these mice from the loss of voluntary physical activity. Further investigation suggested that narciclasine enhances mitochondrial respiration and fatty acid consumption in the skeletal muscle. In addition, narciclasine strongly activates the AMP-activated protein kinase (AMPK) signaling, which is a central sensor of the cellular energy status and a key player in maintaining energy homeostasis, specifically in the skeletal muscle. Mechanistically, we found that narciclasine increases cAMP concentration and ADP/ATP ratio in muscle cells, which further lead to AMPK activation. Finally, we observed that narciclasine increases mitochondrial membrane potential and reduces the production of reactive oxygen species in muscle cells. Our findings suggest that narciclasine is a natural compound that attenuates diet-induced obesity in mice by promoting energy expenditure.

## Introduction

Obesity continues to spread in both industrial and developing countries, thus necessitating efficient therapeutic approaches to prevent this epidemic. In line with thermodynamics, any treatments for obesity must either reduce energy intake and/or increase energy expenditure [1–3]. Given that only 20% of individuals with dietary restrictions are able to maintain long-term weight loss [4], increasing energy expenditure is becoming an attractive approach to combat obesity. Towards this end, much effort has been focused on the search for novel pharmacological approaches that enhance energy expenditure to reduce adiposity and introduce beneficial metabolic effects in humans.

Obesity is associated with a number of metabolic dysfunctions including reduced fatty acid oxidation (FAO), increased lipid storage in peripheral tissues, and enhanced anaerobic glycolytic activity [2]. All of these negative impacts on metabolism can be counteracted by endurance exercise training. The beneficial metabolic adaptation upon endurance training mainly occurs in skeletal muscle, which is composed of myofibers that differ in their metabolic and contractile properties. These myofibers can be broadly divided into oxidative slow-twitch and glycolytic fast-twitch fibers [5], and conversion between the two fiber types occurs in response to contractile demands. For example, endurance exercise training promotes the formation of oxidative slow-twitch myofibers and enhances FAO in skeletal muscle, which contributes largely to the lipid oxidation among peripheral tissues involved in lipid homeostasis [6]. One of the major regulators of FAO that senses cellular energy status in skeletal muscle is the AMP-activated protein kinase (AMPK) [7, 8]. Activation of AMPK by phosphorylation at Thr172 of the catalytic subunit (α) promotes FAO by direct phosphorylation and inhibition of its downstream target acetyl-CoA carboxylase (ACC) [9]. During this process, AMPK activation also leads to the induction of transcriptional coactivator PGC1α [10, 11], which acts as a principle regulator that promotes the formation of oxidative slow-twitch myofibers [12], mitochondrial biogenesis [13, 14], electron transport chain function, and oxidative metabolism [15]. PGC1α exerts these functions by inducing an array of genes involved in oxidative metabolism and mitochondrial biogenesis, including mitochondrial transcription factor A (*Tfam*), cytochrome c oxidases (*Cox2* and *Cox4*), peroxisome proliferator-activated receptor alpha (*Ppara*), carnitine palmitoyltransferase 1B (*Cpt1b*), and many slow-twitch fiber markers [5, 12, 16, 17].

Several small molecules possess the capability of reducing fat accumulation and improving metabolic profiles by activating the AMPK signaling pathway. For example, resveratrol, a natural compound found in grapes, enhances mitochondrial biogenesis, metabolic rate, physical endurance, and attenuates high-fat diet (HFD)-induced obesity in rodents [18]. These beneficial effects are at least partially mediated through the activation of AMPK signaling, as in the AMPK-deficient mice, resveratrol failed to induce such metabolic improvements [19]. In addition, 5-Aminoimidazole-4-carboxamide ribonucleotide (AICAR), an AMP analog and hence an agonist of AMPK, promotes the expression of a panel of oxidative metabolism genes in quadricep muscles, increases running endurance, and reduces epididymal white fat mass [20]. Moreover, Metformin, the most widely used drug for type 2 diabetes worldwide, lowers lipid contents in liver, reduces blood glucose levels, and improves glucose tolerance through AMPK activation [21, 22]. In addition to its wide usage for diabetes, Metformin has also been proposed for polycystic ovary syndrome treatment and clinical trials for longevity and cancer prevention [23]. Indeed, cancer drug treatments often lead to alterations in energy metabolism of cancer patients [24], suggesting the potential application of these drugs in treating metabolic dysfunctions. In this study, we report that at physiological doses, narciclasine (ncls), a natural compound that displays marked anticancer activity in vitro [25, 26] and, in experimental preclinical models including melanoma and gliomas [27, 28], protects mice from diet-induced obesity (DIO) by enhancing energy expenditure without affecting food intake. We also showed that ncls reduces fat accumulation in peripheral metabolic tissues including liver, white adipose tissue (WAT), brown adipose tissue (BAT), and skeletal muscle, improves blood metabolic parameters, and protects HFD mice from the loss of voluntary physical activity. These beneficial metabolic effects were achieved by a shift from glycolytic to oxidative muscle fibers in the DIO mice leading to increased mitochondrial respiration and FAO likely through AMPK activation in skeletal muscle. Moreover, ncls promotes fat clearance and AMPK activation in a cell-autonomous manner in cultured murine and human primary myotubes. Mechanistically, ncls increases cAMP concentration and adenosine diphosphate (ADP)/ATP ratio in myotubes, leading further to the activation of AMPK signaling. In summary, our results indicated the therapeutic potential of ncls in combating obesity by increasing energy expenditure through enhancing FAO in skeletal muscle.

## Results

### Ncls attenuates DIO in mice without affecting growth

To assess the effect of ncls on whole-body metabolism, we gavaged the mice weekly with either vehicle (veh) or ncls at 1 mg per kg of body weight for seven consecutive weeks, according to the previous in vivo studies [26, 28, 29]. When the mice were fed a normal chow diet (NCD), ncls exhibited no notable effect on body weight (Fig 1A), lean mass (Fig 1B), or fat mass (Fig 1C), suggesting that ncls did not affect normal growth when mice were under an energy-balanced condition. In contrast, ncls significantly reduced the body weight gain (Fig 1A) and fat mass accumulation (Fig 1C) after only 2 wk of treatment in mice intaking excess energy through HFD feeding. Nuclear magnetic resonance (NMR) analysis of body composition revealed that, in NCD mice, ncls treatment had no effect on the percentage of either fat mass or lean mass; however, in HFD mice, ncls significantly reduced the percentage of fat mass (S1A and S1B Fig). Further magnetic resonance imaging (MRI) analysis of fat distribution revealed that the reduction in fat mass by ncls treatment in HFD mice was mainly reflected by reductions in the visceral and, to a lesser extent, subcutaneous fat (Fig 1D and 1E). In accordance with the increased adiposity in HFD mice, histological assessment of epididymal WAT revealed that these mice contained larger adipocytes compared with the NCD mice (Fig 1F) [30, 31]. Notably, ncls treatment led to a substantial decrease in the adipocyte size in HFD mice (Fig 1F). The mean adipocyte area was also dramatically reduced by ncls treatment, from 5,419 ± 296 μm^2^ (HFD-veh mice) to 2,287 ± 141 μm^2^ (HFD-ncls mice, *p* < 0.0001) (Fig 1G). Concomitantly, there was a significant decrease in the population of large-sized adipocytes (Fig 1H).

**Fig 1:**
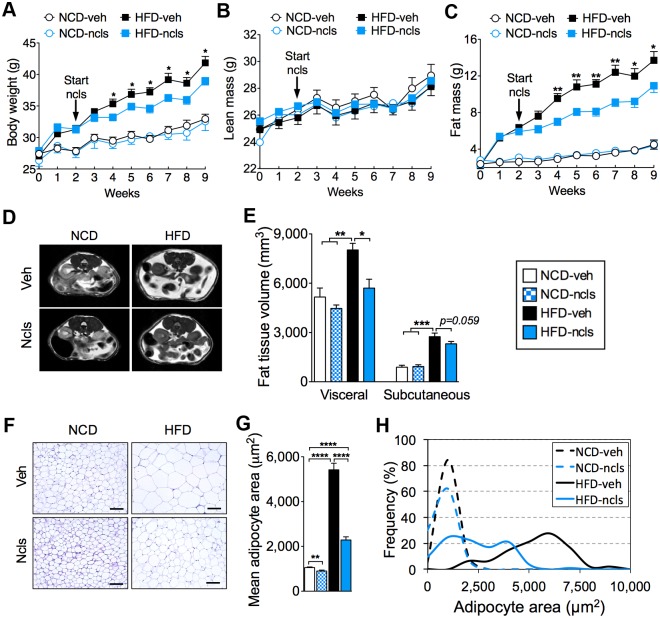
Ncls protects mice from DIO. (A) Total body weight, (B) lean mass, and (C) fat mass of ncls- or veh-treated mice fed on either an HFD or an NCD. (D) Representative MRI cross-sectional images showing the distribution of visceral and subcutaneous fat in the mice described in (A). (E) Quantitative analysis of the abdominal fat tissue volume (visceral and subcutaneous) by MRI. (F) Representative hematoxylin & eosin (H&E)-stained epididymal WAT sections from the mice described in (A). Scale bar, 100 μm. (G) Mean area of adipocytes from the H&E sections shown in (F). (H) Frequency distribution of adipocyte sizes from the H&E sections shown in (F). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001. Underlying data and method of statistical analysis are provided in S1 Data.

In addition to the WAT, we also examined liver, BAT, and skeletal muscle for the impact of 7 wk’s ncls treatment on lipid accumulation. As shown by the hematoxylin & eosin (H&E) staining, hepatosteatosis, excess fat accumulation in BAT, and ectopic fat deposits in skeletal muscle, which are normally observed in HFD mice, were almost completely abolished by ncls treatment (Fig 2A). We also found significantly lower triglyceride (TG) content in the liver, BAT, and quadricep muscles (Fig 2B) of HFD-ncls mice compared with HFD-veh mice, indicating a beneficial effect of ncls on fat clearance in those organs. Moreover, HFD feeding leads to increased cholesterol, leptin, fasting insulin, and glucose levels in the blood, and these adverse effects were dramatically reduced by ncls treatment (Fig 2C–2F). In addition, ncls treatment slightly ameliorated the glucose intolerance in HFD mice (Fig 2G). Further analysis revealed that ncls treatment significantly reduced glucose-stimulated insulin secretion (GSIS) in HFD mice (Fig 2H). While insulin sensitivity was also improved by ncls in HFD mice (Fig 2I). Given that fat accumulation represents a net balance between energy expenditure and caloric intake, the marked decrease in adiposity in the HFD-ncls mice prompted us to examine the effects of ncls treatment on whole-body energy homeostasis in HFD mice using metabolic chambers.

**Fig 2:**
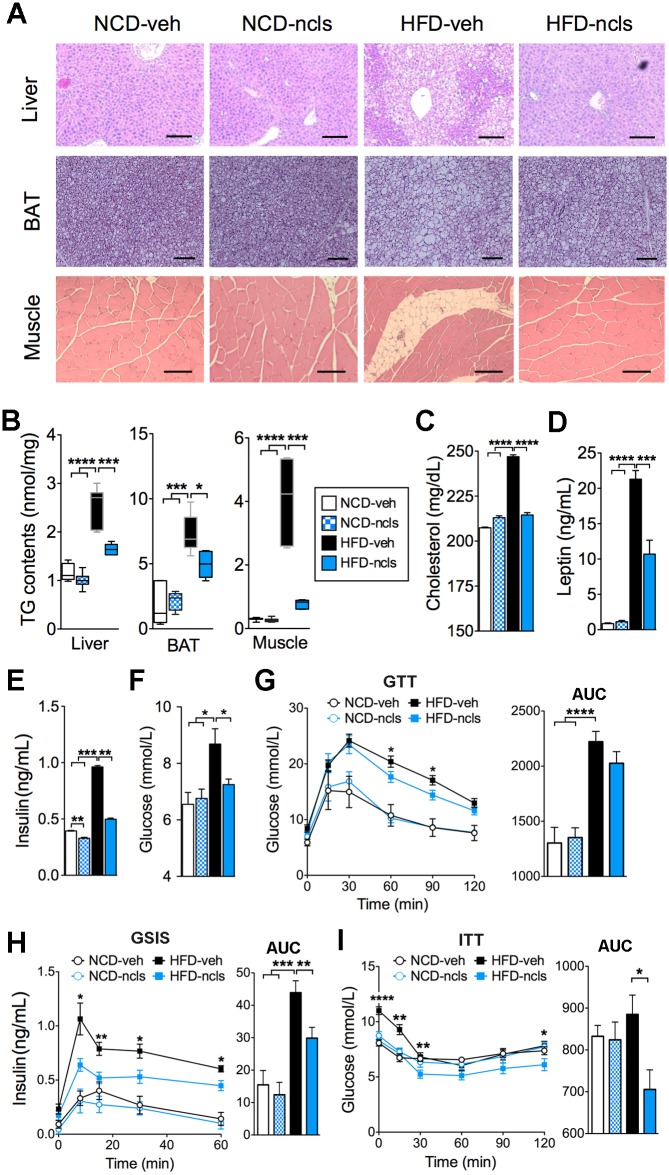
Ncls promotes fat clearance and improves blood metabolic parameters in HFD mice. (A) Representative H&E-stained sections of liver, BAT, and skeletal muscle (quadriceps) from mice treated for 7 wk with ncls or veh on either an HFD or an NCD. Scale bars, 100 μm. (B) TG contents in liver, BAT, and quadricep muscles of the mice described in (A). Blood metabolic parameters were determined after 6 wk of ncls or veh administration. (C) Cholesterol, (D) fasting plasma leptin, (E) fasting plasma insulin, and (F) fasting plasma glucose levels were shown as bar graphs. (G) Oral glucose tolerance test (GTT), (H) GSIS assay and (I) insulin tolerance test (ITT) were performed in mice with ncls or veh treatment on either an HFD or an NCD. Area under curve (AUC) was calculated and shown as bar graphs in the right panels. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001. Underlying data and method of statistical analysis are provided in S1 Data.

### Ncls protects the HFD mice from reduced energy expenditure and physical activity

To assess the effect of ncls on energy homeostasis, we monitored the metabolic parameters of ncls-treated mice by indirect calorimetry. As expected, HFD mice displayed significantly decreased oxygen consumption compared with NCD mice [32]. Strikingly, ncls administration restored oxygen consumption in HFD mice to the level of NCD mice (Fig 3A and 3B). This result was consistent with a significant increase in energy expenditure throughout both the light and dark cycles in HFD-ncls mice (Fig 3C). We next asked what the main energy source was in these HFD-ncls mice. To address this question, we calculated the respiratory exchange ratio (RER) based on oxygen consumption (Fig 3A) and carbon dioxide production (S2A Fig). As expected, HFD mice showed a lower RER compared with NCD mice (Fig 3D). Intriguingly, HFD-ncls mice exhibited an even lower RER (0.730 ± 0.001, *n* = 12, *p* < 0.0001) than HFD-veh mice (0.765 ± 0.001, *n* = 13) (Fig 3D and S2B Fig), indicating greater fat utilization upon ncls treatment (92% for HFD-ncls group versus 77% for the HFD-veh group, according to the energy equivalence of respiratory gas volumes [33]). To further investigate the substrate utilization, lipid and glucose oxidation rates were calculated according to the formulas of Ferrannini from the indirect calorimetric data [34, 35]. Our results showed that glucose and lipid utilization (Fig 3E and 3F) were inversely correlated between NCD- and HFD-fed groups, and ncls significantly increased lipid oxidation (Fig 3F) where it reduced glucose utilization (Fig 3E) in HFD mice. This is in agreement with the lower RER observed for HFD-ncls mice. In addition, the remarkable reduction in adiposity in HFD-ncls mice could not be accounted for by hypophagia, as the food intake and absolute caloric intake (S3A–S3C Fig) did not differ significantly between the ncls- and veh-treated HFD mice. To rule out the possibility that ncls treatment led to higher energy loss in feces and subsequent reduction of body weight and fat mass, we also examined feces production, fecal energy content, and total fecal energy output in all four groups of mice. And we found these three parameters did not differ much between ncls- and veh-treated groups (S3D–S3F Fig). These results provided evidences for equal energy absorption in ncls- and veh-treated mice and suggested that the increase in lipid oxidative metabolism was accounted for ncls’s function in reducing fat mass in HFD mice.

**Fig 3:**
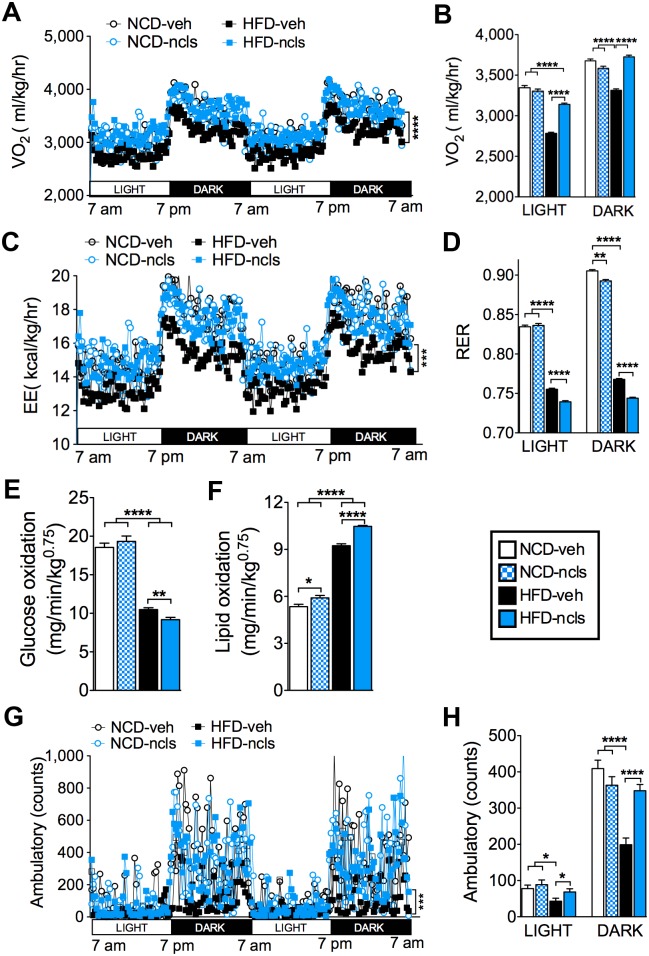
Ncls restores energy expenditure and physical activity of HFD mice to the levels of NCD mice. (A) Oxygen consumption (VO_2_) over a 48-h period of mice treated for 6 wk with ncls or veh on either an HFD or an NCD. (B) Averages of VO2 in light and dark cycles. (C) Energy expenditure (EE) of the mice described in (A) over a 48-h period. (D) Mean RER of the mice described in (A) during light and dark cycles. Whole body (E) glucose and (F) lipid oxidation rates of the mice described in (A). (G) Physical activity plots of the mice described in (A) over two light and dark cycles. (H) Mean ambulatory counts of the mice described in (A) during light and dark cycles. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001. Underlying data and method of statistical analysis are provided in S1 Data.

HFD feeding in mice leads to reduced voluntary physical activity mainly due to the increased adiposity. We found ncls treatment also protected the HFD mice from loss of physical activity during both the light (resting) and dark (active) cycles (Fig 3G and 3H). In contrast, ncls had no effect on physical activity in NCD mice (Fig 3G and 3H). These observations suggested that the protective effect of ncls on voluntary physical activity in HFD mice was secondary to the reduced adiposity in these mice (Fig 1). To examine the impact of ncls treatment on central nervous system, we performed a number of mouse behavior tests. In the limb clasping test, we noted no observable phenotype of limb clasping in HFD mice after ncls treatment (S4A Fig). This is in contrast to the observation made in the hyperactive *PGC-1α* null mice [36], which demonstrated frequent limb clasping. In the open field test, the HFD-ncls mice exhibited no difference in the time spent in the center and number of entries into the center as compared to HFD-veh mice (S4B Fig), indicating no anxiety phenotype in these mice. In the elevated plus maze test, again, we observed no difference between HFD-ncls and HFD-veh mice in the time spent in the open arms (S4C Fig). In summary, we observed no changes in anxiety after ncls treatment in HFD mice through these behavior tests. Moreover, ncls did not affect the normal circadian rhythms in terms of oxygen consumption (Fig 3A), carbon dioxide production (S2A Fig), or ambulatory movement (Fig 3G) in both NCD and HFD mice, again suggesting that ncls did not exert a major impact on the central nervous system.

### Ncls targets skeletal muscle to promote the expression of slow-twitch fiber marker genes

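RNA from WAT, BAT, liver and quadriceps muscle was sequenced for NCD-veh, HFD-veh and HFD-ncls mice, with 1 library per organ and group and 12 libraries in all. HFD feeding began at 8 wk of age. Ncls at 1 mg/kg or veh was given weekly by oral gavage for 7 wk from 10 wk of age. The authors aligned the reads to the mouse genome (mm9) with TopHat 2.0.11 and deposited the expression level of each RefSeq gene as FPKM (fragments per kilobase of exon, scaled to the number of fragments mapped) from Cufflinks. The values cover 22276 gene symbols. Between 9130 genes (NCD-veh muscle) and 12052 genes (HFD-ncls WAT) had an FPKM of at least 1. FPKM is not a count, and the depth of each library was known only approximately. Many low FPKM values, but not all, lie on steps of whole fragments, and the sizes of these steps gave relative depths from 0.708 (HFD-ncls WAT) to 1 (HFD-veh muscle). With annotated transcript lengths, these depths were about 18700000 to 26400000 fragments. With 1 library per organ and group there are no replicates, so no spread between animals, no p-value and no test of a difference between groups is given. All comparisons describe these 12 libraries. Ratios between libraries were computed on log2(FPKM + 0.1), for genes with an FPKM of at least 1 in at least 1 of the libraries compared. Values of named genes and medians of gene lists carried no such filter. Genes that lack a value in at least 1 of an organ's 3 libraries were left out for that organ.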

To determine the major in vivo target of ncls in promoting oxidative metabolism and inducing beneficial metabolic changes, we performed transcriptomic analyses using RNA-seq in WAT, BAT, liver, and skeletal muscle (quadriceps), the four major metabolic organs. Through hierarchical clustering analyses of the 1,532 differentially expressed genes (DEGs, > 2-fold change) across the four organs, we found that the gene expression patterns in WAT, BAT, and liver of HFD-ncls mice better resembled the patterns of HFD-veh mice than those of NCD-veh mice (Fig 4A), suggesting that ncls treatment did not have a profound effect on global gene expression in liver or adipose tissues. 

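Over 2-fold differences between any 2 libraries of the same organ were found for 2861 genes in at least 1 organ. On these genes, each standardized across the 12 libraries, the Euclidean distance of HFD-ncls WAT was 23.9 to HFD-veh and 45.4 to NCD-veh. The distances were 21.7 and 28.2 in BAT, and 26.7 and 36.3 in liver. With average linkage, HFD-ncls paired with HFD-veh in these 3 organs. Correlations across all genes with an FPKM of at least 1 were computed separately. They run over genes, which are not independent replicates. The Pearson r of HFD-ncls was 0.984 with HFD-veh and 0.926 with NCD-veh in WAT, a difference of -0.0583 (NCD-veh minus HFD-veh). In BAT the r was 0.978 with HFD-veh and 0.955 with NCD-veh, and in liver 0.977 and 0.968. The difference in WAT moved most without the filter on FPKM, to -0.0142.
Between HFD-ncls and HFD-veh, 207 genes changed over 2-fold in WAT (181 higher and 26 lower in HFD-ncls), 203 in BAT (27 higher and 176 lower) and 230 in liver (100 higher and 130 lower). The count in WAT moved most without the filter on FPKM, to 696 genes. In a list of 22 liver genes, 20 were higher in HFD-ncls than in HFD-veh WAT, with a median log2 change of 1.45. All genes in a list of 12 fast-twitch genes were lower in HFD-ncls than in HFD-veh BAT, with a median of -2.70. The counts and the r values in WAT and BAT were not recomputed without such genes, so a contribution of RNA from other organs was not separated. Of the genes higher in HFD-ncls, 23.8% in WAT, 22.2% in BAT and 29.0% in liver were also over 2-fold higher in NCD-veh than in HFD-veh. Of the genes lower in HFD-ncls, these shares were 30.8% in WAT, 25.0% in BAT and 34.6% in liver. The share of lower genes in WAT moved most with an FPKM of at least 5, to 57.1% of 7 genes.
The gene most increased in BAT was Rpl22, at 16.9 FPKM in HFD-ncls and 3.81e-05 in HFD-veh, and the most decreased genes in liver included Ckm, at 10.3 FPKM in HFD-veh and listed at 0 in HFD-ncls. Rpl22 was also under 0.001 FPKM in NCD-veh BAT, and Ckm, at 16147 FPKM in HFD-veh muscle, is a muscle-enriched gene. Fasn, a gene of fatty acid synthesis, was at 65.2 FPKM in HFD-veh liver and 162 in HFD-ncls liver.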

Intriguingly, in skeletal muscle, the gene expression profile of HFD-ncls mice better correlated with that of NCD-veh mice than that of HFD-veh mice (Fig 4A). This result demonstrated that ncls treatment largely restored the gene expression signature of HFD mice to that of NCD mice and indicated that skeletal muscle is a major in vivo target of ncls treatment. 

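Across 9795 genes in muscle, the r of HFD-ncls was 0.987 with NCD-veh and 0.930 with HFD-veh, a difference of 0.0576. The r of NCD-veh with HFD-veh was 0.937. On the genes of the clustering, the distance of HFD-ncls muscle was 21.1 to NCD-veh and 27.6 to HFD-veh, and HFD-ncls paired with NCD-veh. The HFD-veh muscle library held liver transcripts. Liver-enriched genes were defined as 582 genes with a mean FPKM of at least 10 in liver and at least 20 times the median of the other 9 libraries, and 6 genes without a value in liver only. Without these genes the r of HFD-ncls was 0.987 with NCD-veh and 0.981 with HFD-veh, a difference of 0.00589. HFD-ncls still paired with NCD-veh in the clustering, with a distance of 21.0 to NCD-veh and 24.1 to HFD-veh. From the closer correlation with NCD-veh mice, the paper concludes that ncls largely restored the muscle expression signature of HFD mice and proposes that muscle is a major target of ncls in vivo.

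**Figure D1:**
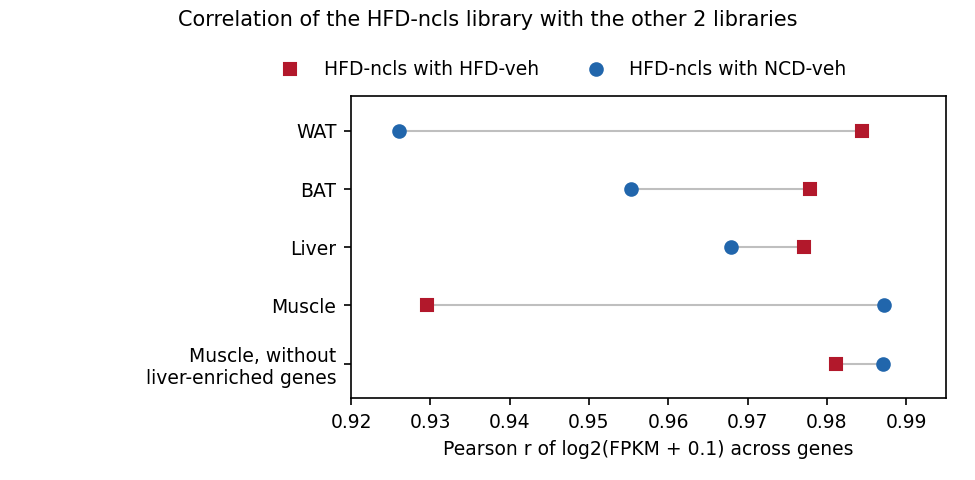
Pearson r across genes (horizontal axis, no unit) of the HFD-ncls library with HFD-veh (squares) and with NCD-veh (circles) in each organ, with 1 library per group. In muscle the r with NCD-veh is 0.987 and the r with HFD-veh is 0.930, and the last line shows 0.987 and 0.981 without liver-enriched genes. Genes enriched in other organs were not left out in WAT, BAT or liver.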

To decipher the molecular mechanism by which ncls treatment led to beneficial effects in HFD mice, we further analyzed the 258 DEGs identified by the hierarchical clustering in skeletal muscle (S1 Table). 

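All 258 gene symbols of S1 Table were found among the deposited values, and all 258 sets of values were equal to them once values under 0.001 FPKM were set to 0.001, as S1 Table does. An FPKM of at least 1 in at least 1 of the 3 muscle libraries was reached by 41 of the genes, 27 of those listed as up-regulated and 14 of those listed as down-regulated. In all 3 libraries 131 genes were below 0.1 FPKM. The median of the highest FPKM per gene was 0.0965. HFD-veh was under 0.001 FPKM for 63 of the up-regulated genes, and HFD-ncls was under 0.001 FPKM for 60 of the down-regulated genes. For 232 genes with an annotated transcript length, the highest of the 3 libraries held about 4.04 fragments in the median, under 10 for 163 genes and under 30 for 184. Of the 258 genes, 6 were liver-enriched, all listed as down-regulated.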

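Among all 9694 muscle genes with an FPKM of at least 1 in HFD-ncls or HFD-veh, 368 changed over 2-fold between the 2 libraries. HFD-ncls was higher than HFD-veh for 123 of them, and for 45 of these NCD-veh was also over 2-fold higher than HFD-veh, a share of 36.6% (Wilson 95% confidence interval over genes, 28.6% to 45.4%). The interval covers the number of genes only and not the spread between animals. Atp6v0c-ps2, a gene among the 3 most increased, had 7.32 FPKM in HFD-ncls, 0.0884 in HFD-veh and 0.0288 in NCD-veh, and is 1 of 3 muscle genes listed near 0 in 1 library and at 5 FPKM or more in another after liver-enriched genes were left out.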

We found that 160 of these genes were up-regulated by ncls treatment in HFD mice, and 150 of them were also expressed at higher levels in NCD-veh mice than in HFD-veh mice (Fig 4B). Conversely, 98 genes were down-regulated by ncls treatment in HFD mice, among which 86 genes were also expressed at lower levels in NCD-veh mice (Fig 4C), reaffirming that ncls treatment largely restored the gene expression signature in skeletal muscle of HFD mice to that of NCD mice. 

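With values under 0.001 FPKM set to 0.001, the deposited values gave ratios above 2 for 160 genes of S1 Table, 150 of them also in NCD-veh, and ratios below 0.5 for 98 genes, 86 of them also in NCD-veh. With 0.1 added to each FPKM in place of that floor, 57 of the 160 genes were over 2-fold higher, 44 of them also in NCD-veh, and 23 of the 98 genes were over 2-fold lower, 20 of them also in NCD-veh. Among all muscle genes with an FPKM of at least 1, HFD-ncls was over 2-fold lower than HFD-veh for 245, and NCD-veh was also lower for 219 of them (89.4%, interval 84.9% to 92.7%). Without liver-enriched genes, 56 genes were lower and 33 of them were also lower in NCD-veh (58.9%, interval 45.9% to 70.8%). The 3 most decreased genes were Alb, Apoa2 and Fabp1, all liver-enriched or without a value in liver only. Alb had 224 FPKM in HFD-veh muscle, 0.329 in HFD-ncls and 0.500 in NCD-veh. Apoa2 had 117 FPKM in HFD-veh muscle, 0.112 in HFD-ncls and 0.348 in NCD-veh. Fabp1 had 58.4 FPKM in HFD-veh muscle, was listed at 0 in HFD-ncls and had 0.511 in NCD-veh.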

We then performed functional annotation analysis using the web-based program DAVID to characterize the up- and down-regulated genes by ncls treatment. Of the 150 commonly up-regulated genes (Fig 4B), we found that “muscle protein” was the most enriched category (Fig 4D). The genes in this enriched category and their corresponding expression levels (fragments per kilobase of exon per million fragments mapped; FPKM) were provided in S2 and S3 Tables, respectively. 

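The deposited muscle values of the 7 genes were the ones in S3 Table, apart from Tnnt1 in HFD-veh. Positions are on mm9 from the GENCODE annotation, and all 7 genes are protein-coding. Tnnt1 (chromosome 7, 4456172 to 4467984) had 2.69 FPKM in NCD-veh, 8.69e-06 in HFD-veh and 3.29 in HFD-ncls. The same gene was also under 0.001 FPKM in HFD-veh BAT, where the other slow-twitch genes had at least 2.48 FPKM. Tnni1 (chromosome 1, 137679642 to 137707566) had 1.42 FPKM in NCD-veh, 0.0840 in HFD-veh and 2.18 in HFD-ncls. Tnnc1 (chromosome 14, 2 annotated genes that both end at 32024915) had 4.64 FPKM in NCD-veh, 0.211 in HFD-veh and 4.56 in HFD-ncls. Myl2 (chromosome 5, 122550960 to 122563481) had 10.5 FPKM in NCD-veh, 0.735 in HFD-veh and 16.2 in HFD-ncls. Myl3 (chromosome 9, 110666150 to 110672308) had 11.7 FPKM in NCD-veh, 0.807 in HFD-veh and 9.59 in HFD-ncls. Myh7 (chromosome 14, 55589525 to 55613471) had 13.4 FPKM in NCD-veh, 5.11 in HFD-veh and 11.7 in HFD-ncls. Actc1 (chromosome 2, 113873018 to 113879284) had 642 FPKM in NCD-veh, 146 in HFD-veh and 407 in HFD-ncls.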

We also found a few enriched categories from the 86 commonly down-regulated genes (Fig 4E). 

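The log2 change between HFD-ncls and HFD-veh muscle was 5.08 for Tnnt1, 3.63 for Tnni1, 3.91 for Tnnc1, 4.29 for Myl2, 3.42 for Myl3 and 1.18 for Myh7. The median was 3.77, and it moved most with a pseudocount of 1, to 2.15. The genes come from those the paper selected as higher in these same libraries. The median lay at percentile 100 of 10000 random lists matched on mean expression, whose median was 0.06. Because of that selection, this percentile is no separate evidence of a rise. With annotated transcript lengths, HFD-veh muscle held about 2.55 fragments of Tnni1 and 4.01 of Tnnc1, and HFD-ncls muscle about 65.2 and 85.6. The fast-twitch paralog of Tnni1, Tnni2, had 8834 FPKM in HFD-veh and 8055 in HFD-ncls. Tnni1 made up 0.0164% of the sum of both paralogs in NCD-veh, 0.000951% in HFD-veh and 0.0270% in HFD-ncls. In a list of 10 other slow-twitch genes the median log2 change was 0.32, and 6 of the 10 genes were higher in HFD-ncls. In a list of 12 fast-twitch genes, 11 had values in muscle (Myh4 had none), with a median log2 change of -0.13 and 4 of 11 genes higher in HFD-ncls. This median lay at percentile 0.78 of 10000 random lists matched on mean expression, whose median was -0.02. Such percentiles describe the libraries and are not p-values. In BAT, Tnni1, Tnnc1, Myl2, Myl3 and Myh7 were lower in HFD-ncls than in HFD-veh, with a median log2 change of -3.34 for the 6 genes.

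**Figure D2:**
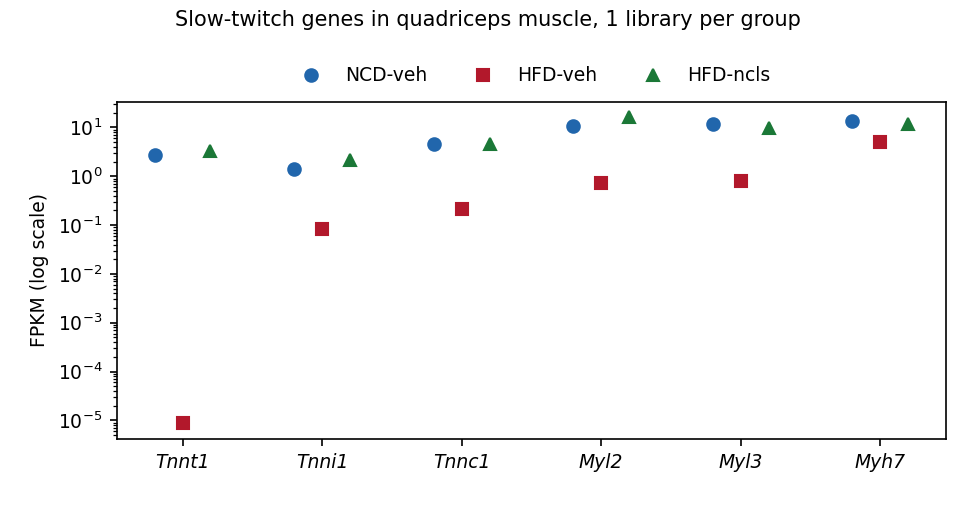
FPKM of 6 genes (log scale, vertical axis) in quadriceps muscle of NCD-veh (circles), HFD-veh (squares) and HFD-ncls (triangles) mice, with 1 library per group. HFD-veh is lowest for each gene, from 8.69e-06 for Tnnt1 to 5.11 for Myh7.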

Strikingly, among the seven up-regulated genes in the “muscle protein” category (S2 Table), six of them were markers of oxidative slow-twitch muscle fibers (*Tnnt1*, *Tnni1*, *Tnnc1*, *Myl2*, *Myl3*, and *Myh7*, Fig 4F). This observation suggested that ncls treatment specifies the gene expression signature of oxidative muscle fibers and promotes oxidative metabolism in skeletal muscle. We also compared the transcriptomes of skeletal muscle from NCD-veh and NCD-ncls mice, and we observed a very high correlation in their gene expression profiles (Pearson correlation coefficient, R = 0.999) (S5 Fig). These results suggest that ncls only protects skeletal muscle in HFD mice from decreased oxidative gene expression and damage to oxidative capacity, but has little effect on muscle under normal growth conditions (NCD mice).

**Fig 4:**
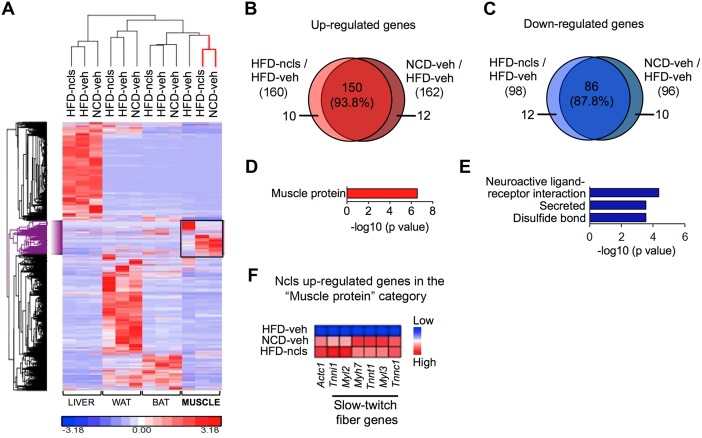
Ncls targets skeletal muscle to up-regulate signature genes of slow-twitch fibers in HFD mice. (A) Hierarchical clustering of the 1,532 DEGs (> 2-fold change) in liver, WAT, BAT, and quadricep muscles of NCD-veh, HFD-veh, and HFD-ncls mice. (B) Most of the ncls up-regulated genes in quadricep muscles of HFD mice were also highly expressed in NCD-veh mice. (C) Most of the ncls down-regulated genes in quadricep muscles of HFD mice were also expressed at a lower level in NCD-veh mice as compared with HFD-veh mice. The percentages of overlapping genes among the up- and down-regulated genes in HFD-ncls mice were indicated in (B) and (C). Gene ontology analyses of the overlapping (D) 150 up-regulated and (E) 86 down-regulated genes in quadricep muscles. (F) Expression patterns of the ncls up-regulated genes in the “muscle protein” category in NCD-veh, HFD-veh and HFD-ncls mice. Underlying data and method of statistical analysis are provided in S1 Data.

### Ncls enhances oxidative metabolism in the skeletal muscle of HFD mice

To validate the RNA-seq data, we used quantitative reverse transcription polymerase chain reaction (qRT-PCR) to examine the expression of the signature genes of slow-twitch muscle fibers in quadriceps muscle from all groups of mice. Notably, ncls significantly up-regulated a number of slow-twitch fiber markers such as *Myl2*, *Myh7*, *Tnni1*, *Myl3*, *Tnnt1*, and *Tnnc1*, and down-regulated the signature genes of fast-twitch fibers, including *Myh1* and *Tnni2*, in the quadricep muscles from HFD mice (Fig 5A). These results suggested that ncls treatment induced a shift from glycolytic fast-twitch fibers toward oxidative slow-twitch fibers in quadricep muscles of HFD mice. Regarding this observation, we investigated the effects of ncls on muscle function. For muscle function, we first measured the grip strength of the mice from all four groups. We found that HFD feeding led to reduced skeletal muscle strength, and ncls partially restored muscle strength in HFD mice to the level of NCD mice (S6A Fig). We then examined the mass of extensor digitorum longus (EDL), soleus, tibialis anterior (TA), gastrocnemius (Gastr.) and quadricep muscles and found no difference in individual muscle mass between the ncls-treated and veh-treated groups of mice (S6B–S6F Fig).

**Fig 5:**
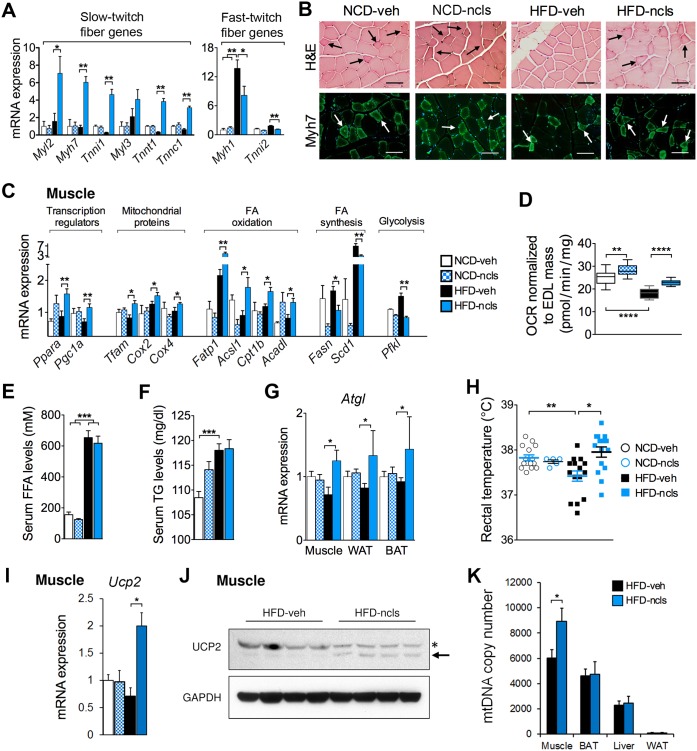
Ncls promotes slow-twitch fiber formation and oxidative metabolism in the skeletal muscle of HFD mice. (A) Relative mRNA expression of slow-twitch and fast-twitch fiber marker genes in quadricep muscles in ncls- or veh-treated mice on either an HFD or an NCD. The values of the NCD-veh mice were arbitrarily set as one. (B) Representative H&E staining (top panels) and Myh7 immunostaining (lower panels) of quadricep muscles from the mice described in (A). Oxidative slow-twitch fibers are indicated by arrows, and they are smaller in size and redder in color as compared to glycolytic fast-twitch fibers. Myh7-positive fibers are also indicated by arrows. Scale bar, 50 μm. (C) qRT-PCR analysis of the selected metabolic genes in quadricep muscles from all groups of mice. (D) Mitochondrial respiration rate of intact EDL muscle assayed on a Seahorse extracellular flux analyzer from all four groups of mice. Quantification of serum free fatty acid (FFA) (E) and TG (F) in ncls- or veh-treated mice. (G) Relative mRNA expression of *Atgl* gene in quadricep muscles, WAT, and BAT. (H) Core body temperatures of the mice described in (A). (I) *Ucp2* mRNA and (J) UCP2 protein levels in quadriceps muscle of veh- and ncls-treated mice were evaluated by qRT-PCR and western blotting. The asterisk denotes an unspecific band in the western blot, and the UCP2 band is indicated by an arrow. Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) was included as a loading control. (K) Mitochondrial DNA copy numbers in muscle, BAT, liver, and WAT were determined by qPCR and shown as bar graphs. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001. Underlying data and method of statistical analysis are provided in S1 Data.

To further confirm the shift from glycolytic fast-twitch fibers toward oxidative slow-twitch fibers, H&E cross-sections of quadricep muscles from HFD-ncls mice were compared with sections from NCD-veh, NCD-ncls, and HFD-veh mice. As shown in Fig 5B, ncls treatment led to a significant increase in the number of oxidative slow-twitch fibers, which are smaller in size and redder in color as compared to glycolytic fast-twitch fibers in quadriceps muscle of HFD mice. Immunostaining of the slow-twitch fiber marker Myh7 further confirmed this phenotype as a significant increase in Myh7-positive fibers was observed in the quadricep muscles from ncls-treated HFD mice (Fig 5B). Moreover, muscle fiber-typing experiments further showed that both the oxidative myosin heavy chain (MHC) I and MHC IIa fibers increased after ncls treatment in HFD mice, while the glycolytic MHC IIb fiber decreased (S7B and S7C Fig). The changes in muscle fiber types were in agreement with decreased muscle fiber cross-sectional areas (CSAs) in HFD-ncls mice (S7A Fig), as MHC I and MHC IIa fibers are smaller in CSAs when compared to MHC IIb fibers [37–39]. 

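At a threshold of 1.4-fold, 1351 of the 9694 muscle genes with an FPKM of at least 1 differed between HFD-ncls and HFD-veh, 820 higher and 531 lower in HFD-ncls. After rescaling by the median ratio, 666 genes were higher and 609 lower. The count moved most without the filter on FPKM, to 3315 genes. Without liver-enriched genes, 816 genes were higher and 325 lower. The same threshold was passed by 933 genes in WAT, 881 in BAT and 1488 in liver, and by 1270 genes between NCD-veh and HFD-veh muscle.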

To clarify whether the fiber-type switch caused by ncls treatment was accompanied by changes in energy metabolism pathways, we reanalyzed the RNA-seq data using a 1.4-fold change cutoff to allow the identification of less significantly changed DEGs in skeletal muscle. We found that, indeed, “metabolic process” was identified as the most enriched category from the genes affected by ncls treatment (S8A Fig). According to the RNA-seq (S8B Fig) and qRT-PCR data in WAT, BAT, liver, heart (S9 Fig), and muscle (Fig 5C), genes involved in mitochondrial activity (*Tfam*, *Cox2* and *Cox4*) and FAO (fatty acid transport protein 1 (*Fatp1*), acyl-CoA synthetase long-chain family member 1 (*Acsl1*), acyl-CoA dehydrogenase, long chain (*Acadl*), and *Cpt1b*) were markedly up-regulated by ncls, specifically in muscle of HFD mice, whereas genes involved in fatty acid synthesis (stearoyl-CoA desaturase (*Scd1*) and fatty acid synthase (*Fasn*)) were significantly down-regulated by ncls only in muscle. 

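Cox4 and Fatp1 are listed under the symbols Cox4i1 and Slc27a1, and Cox2, encoded in the mitochondrial genome, is not among the deposited genes. In muscle, Tfam (chromosome 10, 70688212 to 70701028) had 6.24 FPKM in HFD-veh and 6.94 in HFD-ncls, a log2 change of 0.15. Cox4i1 (chromosome 8, 123192190 to 123198109) had 457 and 464 FPKM, a log2 change of 0.02 that became -0.02 after rescaling by the median ratio. Slc27a1 (chromosome 8, 74092826 to 74110607) had 19.8 and 38.7 FPKM, a log2 change of 0.96. Acsl1 (chromosome 8, 47556395 to 47621405) had 59.2 and 79.3 FPKM, a log2 change of 0.42. Acadl (chromosome 1, 66877413 to 66909851) had 87.6 and 129 FPKM, and Cpt1b (chromosome 15, 89246836 to 89256294) had 91.7 and 119. The paper names these 6 genes as higher in muscle from its RNA-seq and from qRT-PCR, so the list was chosen in part from these data. The median log2 change of the 6 genes was 0.40 in muscle, -0.08 in liver, 0.10 in WAT and 0.01 in BAT. In a wider list of 81 nuclear genes of the respiratory chain, the median log2 change in muscle was -0.05, at percentile 30.1 of matched random lists. Of the 81 genes, 24 were higher in HFD-ncls, and 11 were higher after rescaling by the median ratio. The list holds Cox7b2 and Cox8c, which were at 0 FPKM in every muscle library.
Scd1 (chromosome 19, 44468941 to 44482199) had 43.2 FPKM in HFD-veh muscle and 22.7 in HFD-ncls muscle, a log2 change of -0.93. Fasn (chromosome 11, 120667254 to 120685492) had 4.10 and 1.84 FPKM, a log2 change of -1.11 that was -0.84 with a pseudocount of 1. A list of 8 adipocyte genes had a median log2 change of -0.56 between HFD-ncls and HFD-veh muscle, and 2 of the 8 genes, Cfd and Fabp4, were higher in HFD-ncls. In BAT, Scd1 had a log2 change of -0.86 and Fasn of -1.03. In WAT the changes were -0.15 and -0.07, and in liver 0.07 and 1.31.

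**Figure D3:**
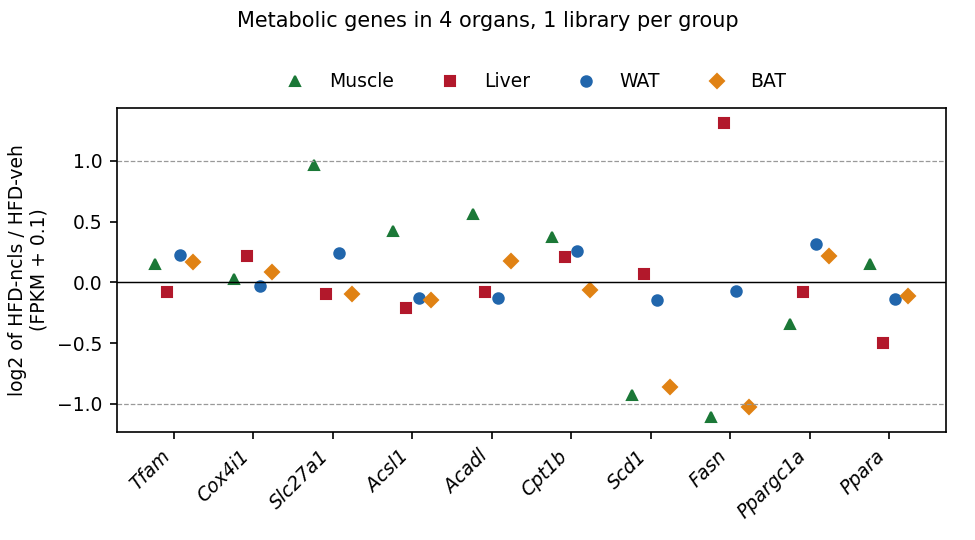
Log2 change between HFD-ncls and HFD-veh (vertical axis) of 10 genes in muscle (triangles), liver (squares), WAT (circles) and BAT (diamonds), with 1 library per group and dashed lines at -1 and 1. In muscle the points run from -1.11 for Fasn to 0.96 for Slc27a1, and Cox4i1 lies at 0.02 (-0.02 after rescaling).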

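Ppargc1a (chromosome 5, 51845488 to 51958964), which encodes PGC1α, had 3.51 FPKM in NCD-veh muscle, 3.80 in HFD-veh and 2.98 in HFD-ncls, a log2 change of -0.34 between HFD-ncls and HFD-veh. Ppara (chromosome 15, 85565413 to 85633249), which encodes PPARα, had 1.20, 1.23 and 1.37 FPKM, a log2 change of 0.15. With a pseudocount of 1 the log2 changes were -0.27 and 0.09, and after rescaling by the median ratio -0.38 and 0.11.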

Notably, PGC1α and PPARα, two transcription regulators that specify the gene expression program of oxidative metabolism in skeletal muscle, were also up-regulated by ncls in HFD mice (*p* < 0.01, *n* = 12) (Fig 5C and S8B Fig). These results were in line with the lower RER in HFD-ncls mice shown earlier in Fig 3D, confirming that fatty acids are the main fuel source for mitochondria in muscle of HFD-ncls mice. Given that there was a switch from glycolytic fast-twitch fibers to oxidative slow-twitch fibers in HFD mice upon ncls treatment (Fig 5A and 5B, S7B and S7C Fig), it was not surprising to observe a decreased expression of glycolytic genes such as phosphofructokinase (*Pfkl*) in HFD-ncls mice (Fig 5C). To directly address the question of whether ncls enhances mitochondrial respiration in the skeletal muscle of mice, we measured the mitochondrial oxygen consumption rates (OCRs) in intact EDL muscles isolated from all groups of mice ex vivo using the Seahorse extracellular flux analyzer. We observed significantly higher mitochondrial respiration in EDL muscles from HFD-ncls mice than those from HFD-veh mice (Fig 5D), confirming an increased oxidative metabolism in the skeletal muscle of HFD-ncls mice.

Excess energy is mainly stored in adipose tissues in the form of TGs; when needed, TGs are mobilized through lipolysis to supply free fatty acid (FFA) to skeletal muscle. We showed that ncls promoted the formation of oxidative muscle fibers and, presumably, there would be an increase in FFA demands in skeletal muscle. Indeed, we observed similarly high levels of serum FFA (Fig 5E) and TG (Fig 5F) in HFD-ncls mice as compared to HFD-veh mice, despite the reduced adiposity in these mice. In addition, these changes were accompanied by increased expression of the key lipolytic enzyme, *Atgl* [40] (also known as *Pnpla2*), in both WAT and BAT upon ncls treatment (Fig 5G). Moreover, *Atgl* was also significantly induced by ncls in the quadricep muscles of HFD mice (Fig 5G). These results were in agreement with the enhanced fat clearance from these tissues (Figs 1 and 2A). In summary, we conclude that ncls enhances oxidative metabolism in skeletal muscle, and the main fuel source is FFA derived from lipolysis in peripheral tissues.

Next, we asked where the extra energy produced from enhanced oxidative metabolism in HFD-ncls mice was spent. One answer is that part of the energy was used for increased physical activities (Fig 3G and 3H) in these mice. In addition, we also asked whether HFD-ncls mice spent more energy on nonshivering thermogenesis than HFD-veh mice. In this regard, we measured the core body temperatures of all groups of mice and, indeed, we found HFD-ncls mice have higher rectal temperatures than HFD-veh mice (Fig 5H), suggesting enhanced thermogenesis. Moreover, we detected increased *Ucp2* mRNA and UCP2 protein levels in the skeletal muscle from HFD-ncls mice by qRT-PCR and western blotting (Fig 5I and 5J). In parallel, we also found an increase in mitochondrial DNA copy number, specifically in the skeletal muscle of HFD mice after ncls treatment, indicating enhanced mitochondrial biogenesis in the muscle, but not in the BAT, liver, or WAT (Fig 5K). Together, we conclude that the increased energy supply from enhanced oxidative metabolism in HFD-ncls mice was utilized for both physical activity as well as nonshivering thermogenesis in the skeletal muscle.

### Ncls enhances mitochondrial respiration and FAO in murine and human primary myotubes

To further validate the effects of ncls treatment on skeletal muscle, we used in vitro-differentiated myotubes from murine C2C12 cells and human 36C15Q primary myoblasts [41, 42]. To mimic the HFD feeding used in the animal study, we treated differentiated myotubes with 0.1 mM palmitate (PA) for 48 h in either the presence or absence of 20 nM ncls. As shown in Fig 6A and 6B, ncls treatment induced the expression of an array of genes involved in oxidative metabolism such as *Tnni1*, *Pgc1a*, *Ppara*, *Acsl*, and *Cpt1b* in both cell lines. Intriguingly, citrate synthase (*Cs*), which is significantly activated in well-trained athletes [43], was also up-regulated by ncls treatment. Consistent with the in vivo results, expression of the lipolytic gene *Atgl* increased in myotubes treated with ncls. In contrast, genes involved in fatty acid storage (*Scd1*) or glucose metabolism (*Hk2*) were down-regulated (Fig 6A and 6B). These changes in gene expression were mirrored by a marked decrease in the lipid content [44] in ncls-treated C2C12 and human primary myotubes, as determined by BODIPY staining (Fig 6C and 6D). To ask whether the expression changes in metabolic genes were associated with changes in mitochondrial oxidative metabolism, we used the Seahorse extracellular flux analyzer to monitor mitochondrial functions [45, 46]. We found that the mitochondrial respiration was indeed enhanced by ncls treatment and the stimulation of the mitochondrial OCR in ncls-treated myotubes following carbonilcyanide p-triflouromethoxyphenylhydrazone (FCCP) injection (maximal respiration; MR) was the most obvious difference between PA- and PA-ncls—treated myotubes (Fig 6E and 6F). To further confirm that the enhanced mitochondrial respiration by ncls treatment was due to an increase of lipid oxidation as previously observed in HFD-ncls mice (Figs 3F and 5D), we evaluated FAO in myotubes using the Seahorse analyzer. As shown in Fig 6G and 6H, ncls significantly enhanced FAO in both murine and human myotubes. These effects were blocked by the treatment of etomoxir, a CPT1 inhibitor, confirming that the increased oxygen consumption was indeed derived from the oxidation of exogenous fatty acids. On the other hand, we also observed that ncls significantly reduced the extracellular acidification rate (ECAR) in C2C12 and 36C15Q myotubes (Fig 6I and 6J), indicating decreased glycolysis in these cells. In myotubes without PA treatment, ncls also increased the expression of some of the oxidative metabolism genes (S10A and S10B Fig), as well as mitochondrial respiration (S10C–S10F Fig), albeit to a much lesser extent as compared to PA-treated myotubes (Fig 6), especially in human 36C15Q myotubes. We interpret these results to mean PA treatment damages the metabolic function of myotubes and ncls significantly protects the cells from these negative impacts, while in healthy myotubes, these protective effects are less obvious. This is also in agreement with the effects of ncls treatment in animal models, which showed that ncls had less obvious effects in NCD mice but significantly protected HFD mice from a number of metabolic dysfunctions. Taken together, these data demonstrated that ncls promotes FAO and reduces glycolytic capacity in differentiated myotubes in vitro, as previously suggested by the gene expression changes in Figs 5C, 6A and 6B.

**Fig 6:**
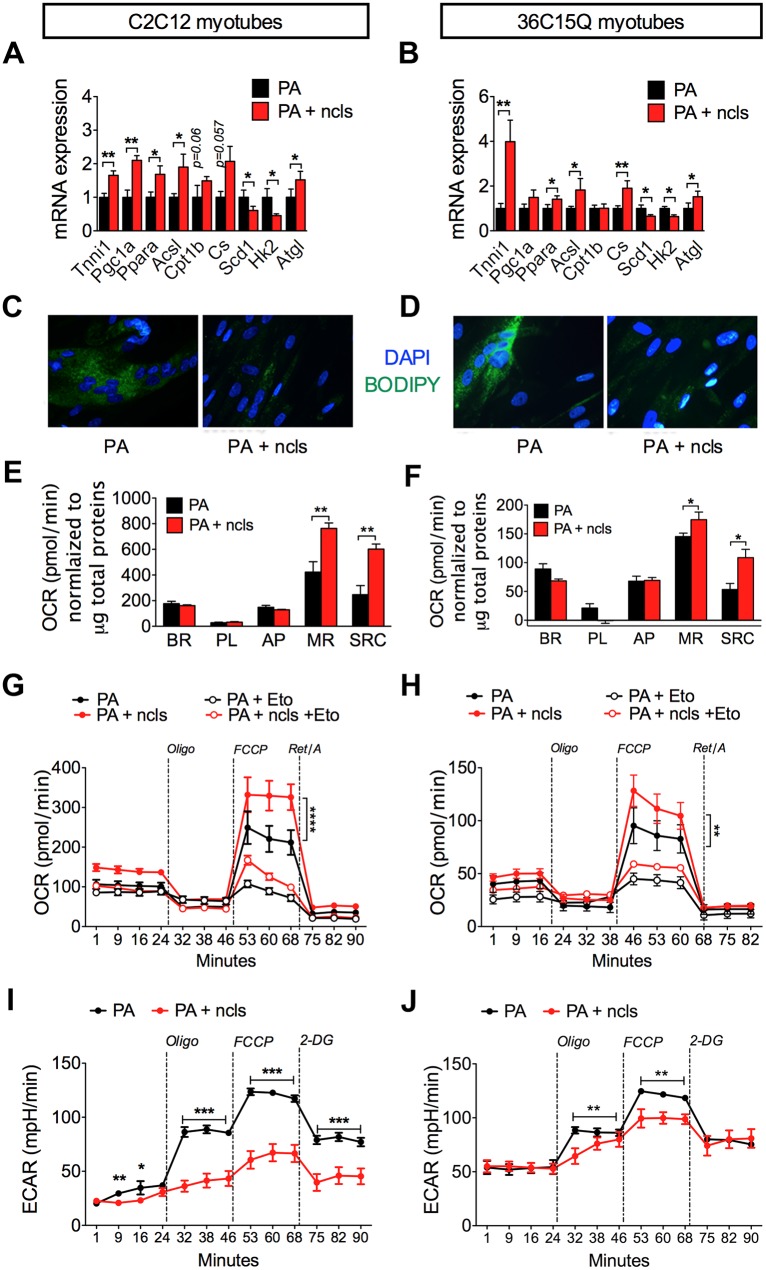
Ncls enhances mitochondrial respiration and FAO in both murine and primary human myotubes. Relative mRNA expression of selected metabolic genes in (A) murine myotubes (C2C12) and (B) primary human myotubes (36C15Q) after exposure to 0.1 mM PA ± 20 nM ncls for 48 h. The values of the PA-treated myotubes were arbitrarily set as one. (C) C2C12 and (D) 36C15Q myotubes were stained with BODIPY (green) for lipid droplets and DAPI (blue) for nuclei (40x magnification). Mitochondrial respiration was evaluated with a Seahorse extracellular flux analyzer. The OCR output for the basal rate (BR), proton leak (PL), ATP production (AP), MR, and spare respiratory capacity (SRC) of ncls-treated (E) C2C12 and (F) 36C15Q myotubes were shown as bar graphs. The OCR was normalized to the total protein per well. FAO profiles of (G) C2C12 and (H) 36C15Q myotubes were determined by a Seahorse extracellular flux analyzer. Myotubes were incubated in substrate-limited medium overnight to prime the myotubes for utilization of exogenous fatty acids and assayed on the following day with 0.125 mM PA. Etomoxir (Eto, 40 μM) was used to inhibit FAO and to confirm the assay specificity. Vertical dashed lines indicate the time points of oligomycin (Oligo, 1 μM), FCCP (1.6 μM), and Rotenone/Antimycin A (Ret/A, 1 μM) injection. The ECAR of (I) C2C12 and (J) 36C15Q myotubes were determined by a Seahorse analyzer after treatment with 0.1 mM PA ± 20 nM ncls for 48 h. Vertical dashed lines indicate the time points of oligomycin (1.5 μM), FCCP (1.5 μM), and 2-deoxyglucose (2-DG, 100 mM) injection. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001. Underlying data and method of statistical analysis are provided in S1 Data.

### Ncls activates AMPK signaling pathway in vitro and in vivo

It is well established that the activation of AMPK signaling pathway leads to increased FAO in skeletal muscle by phosphorylating and inhibiting ACC2, thereby promoting fatty acid uptake by mitochondria [3, 47]. To ask whether ncls acts through the AMPK pathway to stimulate FAO, we examined AMPKα and ACC2 phosphorylation levels in PA-treated C2C12 myotubes with or without ncls treatment. We observed that ncls stimulated phosphorylation of AMPKα at Thr172 and its downstream target ACC2 (Fig 7A), demonstrating the activation of the AMPK signaling pathway. AMPK activation by ncls further led to enhanced FAO as examined by a Seahorse extracellular flux analyzer (Fig 7B). Preincubation of myotubes with Compound C, a specific AMPK inhibitor, significantly reduced AMPKα phosphorylation, ACC2 phosphorylation (Fig 7A), and ncls-induced FAO (Fig 7B). These results demonstrated that ncls promotes FAO, at least partially, through AMPK activation in cultured myotubes in vitro. We also noted that Compound C treatment did not fully block the ncls-induced FAO (Fig 7B). This observation suggested that ncls may enhance mitochondrial respiration through both AMPK dependent and independent mechanisms. In C2C12 myotubes not subjected to PA treatment, ncls still had an effect in activing AMPK signaling (S11A Fig), albeit to a lesser extent as compared to PA-treated C2C12 myotubes (Fig 7A).

**Fig 7:**
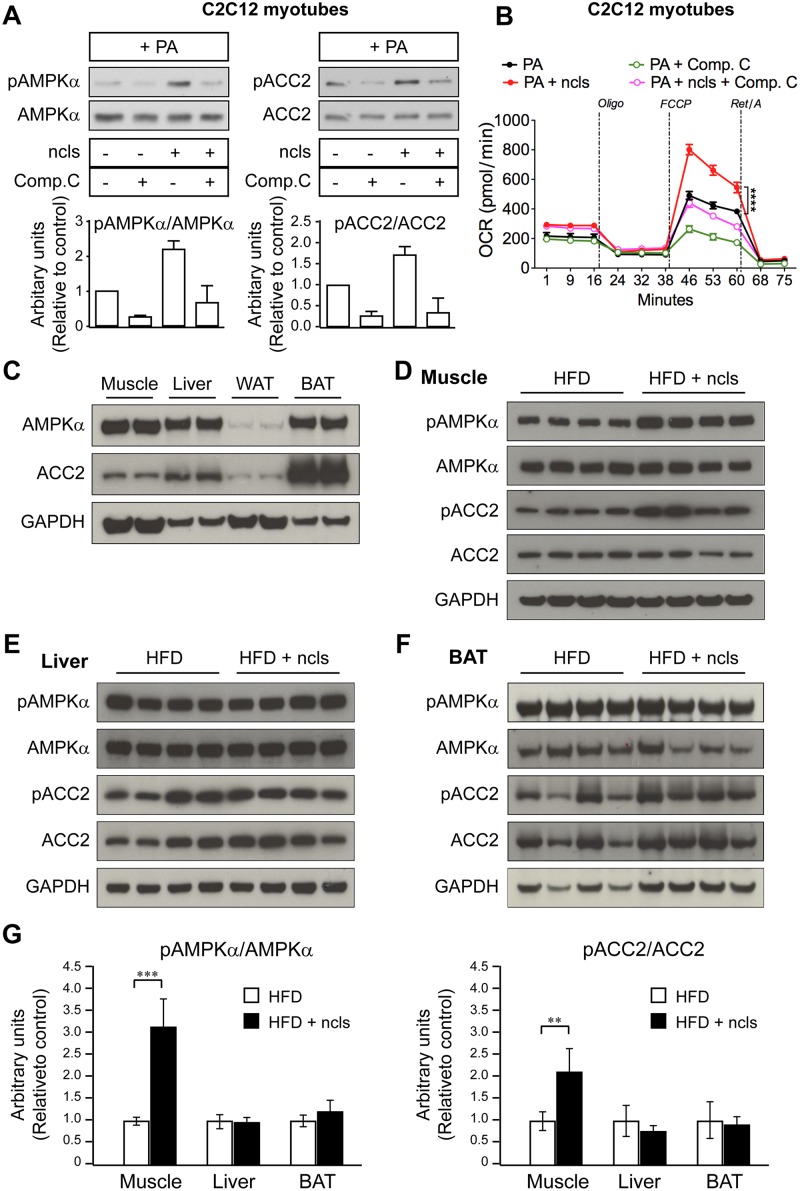
Ncls activates the AMPK signaling pathway in vitro and in vivo. Ncls treatment led to (A) increased phospho-AMPKα (pAMPKα), increased phospho-ACC2 (pACC2), and (B) enhanced FAO in PA-treated C2C12 myotubes. These effects were significantly reduced by treatment of Compound C (Comp. C), a specific AMPK inhibitor. Western blots of total AMPKα and ACC2 (A) were used as controls for equal loading. Ratios of phospho- to total- AMPKα and ACC2 were shown as bar graphs below the representative immunoblotting images of two independent experiments performed in duplicates. Vertical dashed lines indicate the time points of oligomycin (Oligo, 1 μM), FCCP (1.6 μM), and Rotenone/Antimycin A (Ret/A, 1 μM) injection (B). OCRs were determined by a Seahorse extracellular flux analyzer. **** *p* < 0.0001. (C) Protein levels of AMPKα and ACC2 were evaluated by western blotting in quadricep muscles, liver, WAT, and BAT from HFD-veh mice. GAPDH was included as a loading control. Ncls treatment led to increased pAMPKα and pACC2 specifically in (D) muscle, but not in (E) liver or (F) BAT from HFD mice. (G) Ratios of phospho- to total- AMPKα and ACC2 were shown as bar graphs. ** *p* < 0.01, *** *p* < 0.001. Underlying data and method of statistical analysis are provided in S1 Data.

We next examined the effects of ncls on AMPK signaling in vivo. We first evaluated the protein expression of AMPKα and ACC2 in skeletal muscle, liver, WAT, and BAT, the four major metabolic organs using western blotting. As shown in Fig 7C, AMPKα and ACC2 were robustly expressed in muscle, liver, and BAT. In contrast, they were expressed at negligible levels in WAT. We thus focused the subsequent analyses on muscle, liver, and BAT. In agreement with the elevated expression of FAO genes in quadricep muscles of HFD-ncls mice (Fig 5C), we observed increased phosphorylation of AMPKα and ACC2 in the same tissue from ncls-treated HFD mice (Fig 7D and 7G). This phenotype was not observed in liver or BAT (Fig 7E–7G), suggesting that ncls specifically activated AMPK signaling in skeletal muscle. We also examined the effects of ncls on AMPK activation in the quadricep muscles of NCD mice. Results revealed no obvious differences in phospho-AMPKα (pAMPKα) and phospho-ACC2 (pACC2) between NCD-veh and NCD-ncls groups of mice (S11B Fig). In summary, ncls activates AMPK signaling pathway in vitro in C2C12 myotubes and in vivo in skeletal muscle of HFD mice.

### Ncls enhances mitochondrial membrane potential, increases cAMP concentration and ADP/ATP ratio, and reduces reactive oxygen species production

It is known that AMPK activation leads to the up-regulation of mitochondrial function [48]. After demonstrating the effect of ncls treatment on AMPK activation, we next investigated the impact of ncls treatment on mitochondrial transmembrane potential. Mitochondrial membrane potential (MMP) is an important parameter of mitochondrial function, and it indicates the status of cell health. Using the membrane-permeant JC-1 dye, we monitored MMP in both ncls- and veh-treated C2C12 myotubes. We found that ncls treatment strongly increased the concentration of JC-1 dye in mitochondria, which led to the formation of J-aggregates (Red color) in C2C12 myotubes as assayed by both flow cytometry and fluorescence microscopy (Fig 8A), suggesting enhanced MMP after ncls treatment. The increases in MMP upon ncls treatment were observed in both PA-treated and untreated myotubes, suggesting ncls improves MMP status in both settings. As an attempt to decipher the biochemical mechanism underlying AMPK activation by ncls, we also measured the cellular concentration of cAMP and the ADP/ATP ratio in C2C12 myotubes [49–54]. As shown in Fig 8B and 8C, ncls treatment up-regulated both cAMP concentration and ADP/ATP ratio in C2C12 myotubes with or without PA treatment. And a larger increase in cAMP concentration and ADP/ATP ratio was observed in PA-treated C2C12 myotubes after ncls treatment. This pattern is consistent with the observation of stronger AMPK activation in PA-treated C2C12 myotubes (Fig 7A) as compared to the untreated myotubes (S11A Fig). Together, these results provided biochemical basis for the effect of ncls on AMPK activation. In addition, we also examined the effect of ncls treatment on reactive oxygen species (ROS) production. In this assay, hydrogen peroxide concentration was determined in C2C12 myotubes with or without ncls treatment. We found that ncls significantly reduced the H2O2 concentration in both PA-treated and untreated C2C12 myotubes (Fig 8D), suggesting a prominent role for ncls in regulating ROS production.

**Fig 8:**
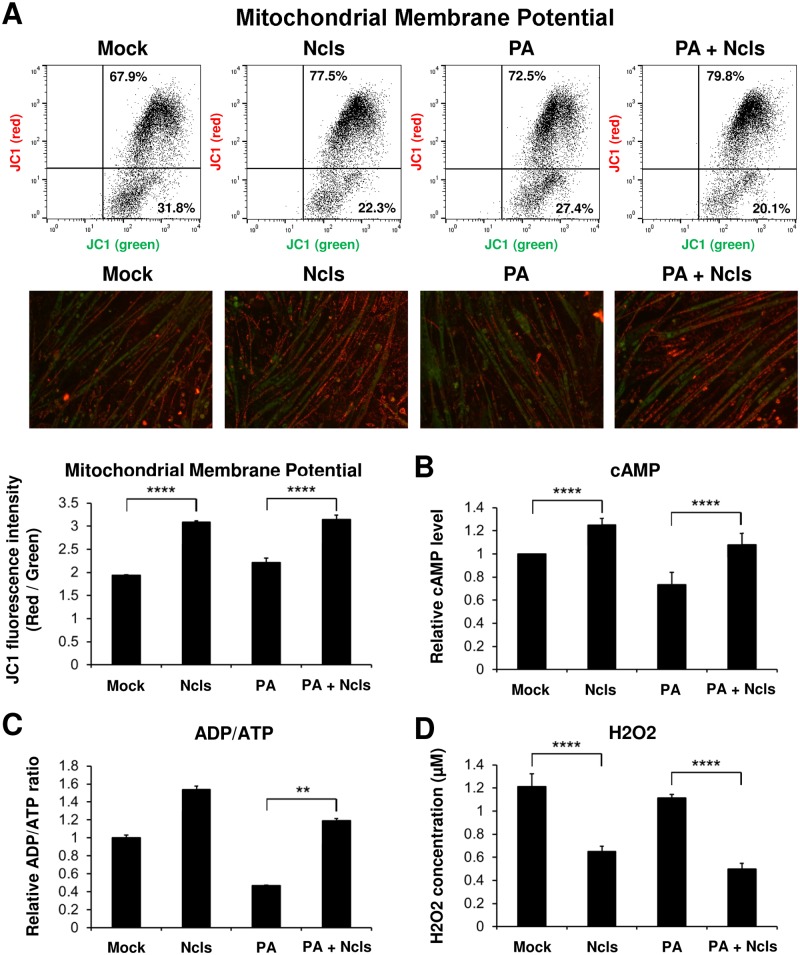
Biochemical basis for AMPK activation by ncls and the impact of ncls treatment on mitochondrial functions. (A) Ncls treatment led to increased MMP in C2C12 myotubes with or without PA treatment. The membrane-permeant JC-1 dye was used to monitor MMP in myotubes subjected to indicated treatments. Both flow cytometry and fluorescence microscopy results were shown for comparison. (B) cAMP concentration and (C) ADP/ATP ratio were examined in both ncls- and veh-treated C2C12 myotubes with or without PA treatment. (D) Hydrogen peroxide (H2O2) concentration was determined by an Amplex Red based assay kit in ncls- and veh-treated C2C12 myotubes with or without PA treatment. Data are presented as mean ± standard error of the mean (SEM). * *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001. Underlying data and method of statistical analysis are provided in S1 Data.

## Discussion

Obesity is caused by excess caloric intake and/or insufficient energy usage. Therefore, enhancing energy expenditure, especially through pharmacological approaches, could have a major impact in combating obesity and its associated metabolic dysfunctions. In this study, we show that ncls treatment introduces a number of protective effects in mice against the metabolic damages caused by HFD feeding. These beneficial effects include ameliorated adiposity, increased energy expenditure, enhanced FAO, increased fat clearance from peripheral tissues, improved blood metabolic parameters, insulin sensitivity, and voluntary physical activity. Through transcriptomic analysis, we found that the global gene expression pattern of HFD mice reverted back to that of NCD mice only in skeletal muscle but not in the other three major metabolic organs WAT, BAT, and liver after ncls treatment, suggesting skeletal muscle is a major in vivo target of ncls. In quadricep muscles, ncls promoted the expression of PGC1α, the shift from glycolytic fast-twitch fibers to oxidative slow-twitch fibers, and the oxidation of FA. By increasing fatty acid consumption in skeletal muscle, ncls triggered a series of gene expression changes in various metabolic organs. These changes include increased expression of the key lipolytic enzyme *Atgl* in WAT, BAT, and skeletal muscle, along with decreased expression of the fatty acid storage genes *Scd1* and *Fasn* in skeletal muscle. Moreover, the enhanced oxidative metabolism and gene expression changes that we observed in skeletal muscle in vivo were largely reproduced in differentiated myotubes of both murine and human origin in vitro, indicating these effects were cell-autonomous. Based on these observations, we conclude that ncls enhances fatty acid utilization in skeletal muscle, thereby driving the mobilization of fatty acid and TG from other metabolic organs, and thus attenuates DIO in the DIO animal model.

Mechanistically, we found that ncls promotes oxidative metabolism in muscle likely through the activation of the AMPK signaling pathway. It is well documented that in skeletal muscle, the activation of the AMPK pathway by phosphorylation of AMPKα Thr172 leads to phosphorylation of ACC2, which inhibits the activity of this enzyme and reduces the conversion of acetyl-CoA to malonyl-CoA [8, 9]. Given malonyl-CoA is a potent inhibitor of CPT-1, a key enzyme for mitochondrial fatty acid uptake, the reduced level of malonyl-CoA leads to increased fatty acid uptake and oxidation in mitochondria [55]. Thus, activation of the AMPK pathway as manifested by increased pAMPKα and pACC2 promotes oxidative metabolism. AMPK activation introduces a number of metabolic effects that lead to increased ATP production and decreased ATP consumption in various tissues [7]. For example, activation of AMPK inhibits fatty acid synthesis in both liver and adipose tissues, while in skeletal muscle it enhances mitochondrial biogenesis and fatty acid uptake and oxidation. The stimulation of FAO is central to the beneficial effects of AMPK activation on reducing fat accumulation in peripheral tissues [7]. Consistent with this idea, the AMPKα2 knockout mice exhibit increased adiposity as compared to wild-type animals when given an HFD [56], while the ACC2 knockout, which mimics the constitutive activation of AMPK, leads to increased FAO in skeletal muscle and leanness [57]. Ncls administration enhances the expression of a panel of metabolic genes involved in mitochondrial biogenesis (especially *Pgc1a*) and FAO (Fig 5C) in skeletal muscle of HFD mice. As a result, we observed increased mitochondrial biogenesis (Fig 5K) in quadricep muscles of HFD-ncls mice. Ncls also prevents fat accumulation in peripheral tissues and improves blood metabolic profiles including fasting glucose and insulin levels. These beneficial effects are reminiscent of those introduced by AMPK activation, suggesting the involvement of AMPK signaling in ncls function. We thus investigated along this line and found that ncls treatment indeed led to significant increases in pAMPKα and pACC2 in C2C12 myotubes (Fig 7A), indicating strong activation of the AMPK pathway. This effect was significantly reduced by the treatment of Compound C, an AMPK inhibitor. Moreover, consistent with the observations in vivo (Fig 5D), ncls treatment enhanced FAO in myotubes as determined by the Seahorse extracellular flux analyzer (Fig 6G and 6H). This effect was at least partially dependent on the AMPK signaling, as Compound C treatment largely compromised the ncls-induced FAO (Fig 7B). In vivo studies further revealed elevated levels of pAMPKα and pACC2, hence increased AMPK activation, in the skeletal muscle of HFD mice, but not in BAT or the liver, where AMPKα and ACC2 are also robustly expressed (Fig 7). Previous studies showed that AMPK can be phosphorylated by upstream kinases including liver kinase B1 (LKB1) and Ca(2+)/calmodulin-dependent protein kinase kinase (CaMKK) [7]. Moreover, LKB1 has been suggested to be constitutively active, which indicates the existence of alternative regulatory mechanisms involved in AMPK phosphorylation. Whether ncls directly targets these kinases to activate AMPK or acts through alternative mechanisms warrants further investigation. Regarding the biochemical basis for ncls-mediated activation of AMPK signaling, we found that ncls treatment significantly up-regulated cAMP and increased ADP/ATP ratio in C2C12 myotubes (Fig 8B and 8C). These observations suggested that ncls may activate AMPK signaling via a similar mechanism as resveratrol [49]. Based on the data obtained through this study, we would like to propose the following model of ncls action: ncls treatment leads to increases in cAMP concentration and ADP:ATP ratio (Fig 8B and 8C), which promotes AMPK activation (Fig 7 and S11A Fig). The activation of AMPK signaling enhances PGC1α expression (Figs 5C and 6A and S10A Fig). As the principle regulator of mitochondrial biogenesis, activated PGC1α increases mitochondrial mass (Fig 5K), which then increases MMP as measured by JC1 staining (Fig 8A). In summary, we demonstrated a positive impact of ncls on the whole-body energy metabolism in HFD mice and have further unraveled a major signaling pathway through which ncls enhances oxidative metabolism. These findings propose ncls administration as a potential pharmacological strategy for obesity treatment.

## Materials and methods

### Animal studies

All animal procedures were performed according to the approved protocol (IACUC#130829) from Institutional Animal Care and Use Committee of the Agency for Science, Technology, and Research (A*STAR) of Singapore. All mice were male, of the C57BL/6J genetic background and housed in a 12-hour light-dark cycle with access ad libitum to water and an NCD (Harlan 2018 Teklab Global 18% Protein Rodent Diet). For the DIO study, mice were fed an HFD with 60% of the calories from fat (D12492, Research Diets) from 8 wk to 17 wk of age, as indicated in the text.

### Ncls treatment

Ncls (Cat# N9789, Sigma-Aldrich) (1 mg/kg body weight) or veh was administered weekly by oral gavage consecutively for 7 wk to both NCD and HFD mice starting at 10 wk of age. Ncls treatment in HFD mice starts 2 wk later after the onset of HFD feeding to examine the effects of ncls on animals that are already slightly overweight. The veh solution consisted of 5% hydroxypropyl cyclodextrin (Sigma-Aldrich). The solutions were freshly prepared before each administration.

### Indirect calorimetry

Mice were placed in the Oxymax/Comprehensive Lab Animal Monitoring System (Columbus Instruments, Ohio, USA) consecutively for 3 d, including a 24-h acclimatization period, to determine VO_2_, VCO_2_, food intake, and spontaneous locomotor activity. The RER was calculated as the ratio of VCO_2_ / VO_2_. Energy expenditure was calculated according to the equation provided by Columbus Instruments at www.colinst.com. All values presented were normalized to the body weight or lean mass (for VO_2_). We used the mean value for each light and dark period to analyze statistical significance.

### Gene expression analysis

Total RNA was extracted from the indicated tissues using TRIzol reagent after the connective and surrounding tissues were removed. The RNA samples were then further purified using the RNeasy mini kit (Qiagen) and eluted in RNAsecure reagent (Ambion). Subsequently, RNA samples were quantified using a NanoDrop 1000 spectrophotometer (Thermo Scientific), and the RNA integrity was determined by an Agilent 2100 Bioanalyzer (Agilent Technologies). Quantitative PCR was performed (after reverse transcription of RNA) using Power SYBR Green PCR master mix (Applied Biosystems) with the 7900HT Fast Real-Time PCR System (Applied Biosystems). All gene expression data were normalized to *PPIA*. All primer sequences used in this study can be found in S4 Table. RNA sequencing (RNA-seq) was performed on the Illumina HiSeq 2000 platform at BGI (BGI Tech Solutions Co., China).

### RNA-Seq data analysis

All RNA-Seq datasets from the four major metabolic organs were aligned to the mouse genome (mm9) using the TopHat program (version 2.0.11). Alignments were performed as described [58]. The mapped reads were further analyzed using the Cufflinks program as previously described [59]. The expression levels of each transcripts were quantified as the FPKM based on the RefSeq database. To identify the DEGs across the four metabolic organs, we input the RNA-seq datasets (BAM files) into the Partek Genomic Suite program and set the following selection criteria in the program: Fold change > 2-fold, *p* value < 0.05, False Discovery Rate (FDR) < 0.05. In total, 1,532 DEGs were identified across the four metabolic organs and then a hierarchical clustering of these DEGs was performed according to their expression patterns. From the cluster enriched in skeletal muscle, we found in total 258 DEGs and listed these genes in S1 Table and used them for subsequent Gene Ontology (GO) analysis. GO analyses were performed with the online program DAVID [60] and the Partek Genomic Suite and Pathway programs.

### Cell culture

Mouse C2C12 myoblasts (American Type Culture Collection) were maintained in Dulbecco's modified Eagle’s medium (DMEM) supplemented with 20% fetal bovine serum and 0.5% chicken embryo extract. Human primary 36C15Q myoblasts were maintained in DMEM supplemented with 20% fetal bovine serum, 10% horse serum and 1% chicken embryo extract. To induce differentiation, myoblasts were incubated in DMEM containing 2% horse serum, and the induction medium was changed every 2 d.

### In vitro mitochondrial respiration measurement by Seahorse extracellular flux analyzer

Mitochondrial OCRs and ECARs were measured using the Seahorse extracellular flux analyzer XF24e (Seahorse Bioscience). C2C12 and 36C15Q cells were seeded at a density of 25,000 cells per cm^2^ in 24-well plates and differentiated as described in the main text. At day 3 of differentiation, 0.125 mM PA was added with or without 20 nM ncls for 48 h. On the day of the experiment, the cells were equilibrated for 1 h with 1x KHB buffer supplemented with 50 μM L-carnitine, 5 mM HEPES, and 2.5 mM D-glucose. OCR measurements were obtained before and after sequential additions of the ATPase inhibitor oligomycin (1.5 μM), the inner membrane uncoupler FCCP (1.5 μM), and the inhibitors of complex I and III—rotenone (1 μM) and antimycin A (1 μM). For measurement of FAO profiles, C2C12 and 36C15Q myotubes were incubated in substrate-limited medium overnight to prime the myotubes for utilization of exogenous fatty acids and assayed on the following day with the addition of 125 μM PA-BSA. Eto (40 uM) was used to inhibit FAO and to confirm the assay specificity. Oligomycin (1 μM), FCCP (1.6 μM), and Rotenone/Antimycin A (1 μM) were injected sequentially during the assay. ECAR glycolytic measurements were performed before and after sequential additions of oligomycin (1μM), FCCP (1 μM), and the glycolysis inhibitor 2-deoxy-D-glucose (100 mM). The OCR was normalized to the total protein in each well.

### Ex vivo mitochondrial respiration measurement in intact muscle fibers

The measurement of mitochondrial respiration in intact muscle fibers was performed according to the protocol entitled “Measuring mitochondrial respiration in intact skeletal muscle fibers” available from the Seahorse Bioscience website. Specifically, EDL muscle from all four groups of mice was carefully dissected to ensure that no mechanical damage was introduced to the muscle fibers. The muscle samples were then weighted and rinsed in prewarmed PBS. Each muscle was individually incubated in 2 ml of dissociation medium (Dulbecco’s Modified Eagle Medium (D-MEM) high glucose, no sodium pyruvate or phenol red (Invitrogen, #21063–029), gentamycin [50 μg/ml] (Sigma, #G1397), FBS [2%], and collagenase A [0.5 mg/ml] (Roche #11088785103) pH 7.2.) for 15 min at 37°C to slightly dissociate muscle fibers without separating them from each other (that would allow better plating in the well). Then, each individual muscle was plated on an XF24e islet capture microplate (Seahorse Bioscience) using a dissecting microscope to ensure no damage was introduced to the muscle fibers during the transfer. Islet capture screen was then placed on top of the muscle in the well. Then, the rate of FAO was determined according to the protocol entitled “Conducting a Fatty Acid Oxidation Assay on the XF Analyzer” also available from the Seahorse Bioscience website. In the assay, EDL muscle fibers from all four groups of mice were rinsed twice with assay medium without collagenase (1x KHB assay medium: NaCl, 111 mM; KCl, 4.7 mM; MgSO4, 2 mM; Na2HPO4, 1.2 mM; Glucose, 2.5 mM; Carnitine 0.5 mM), then the OCRs were measured after the addition of PA-BSA (125 μM). Assay was performed with 500 μl of assay medium per well for 35 min. The value of the OCR was normalized to the mass of EDL muscle in mg.

### cAMP concentration

cAMP quantification was performed at 48 h post ncls treatment using the cAMP Complete ELISA Kit (#ADI-900-163, Enzo) as indicated by manufacturer’s protocol with minor modifications. Briefly, ncls- or veh-treated C2C12 myotubes were lysed in 0.1 M HCl containing 0.1% Triton X-100 for 5 min at room temperature, centrifuged at 1,000 g for 3 min to pellet the cellular debris, and then 100 μl of cell lysate (supernatant) was used for the subsequent ELISA assay. cAMP concentration was determined by ELISA assay through measuring optical densities at 405 nm using a spectrometry plate reader (Tecan), followed by calculations based on cAMP standard utilizing a four-parameter logistic curve fitting program (GraphPad Software, Inc., San Diego, CA, USA). Data were normalized to the amount of protein present in the supernatant as measured by the BCA assay.

### ADP/ATP ratio

ADP/ATP ratio was measured at 48 h post ncls treatment using the ADP/ATP Ratio Assay Kit (#ab65313, Abcam) as per the manufacturer’s instructions with minor changes. Briefly, ncls- or veh-treated C2C12 myotubes were lysed in nucleotide-releasing buffer for 5 min at room temperature, centrifuged at 10,000 g for 1 min to pellet insoluble materials, and then the supernatant was used for subsequent measurement. ATP or ADP levels in C2C12 myotubes were determined by measuring luminescence in the absence or presence of ADP converting enzyme using a luminometer (Tecan). ADP/ATP ratio was calculated and normalized to the amount of protein present in the supernatant as measured by the BCA assay.

### MMP

The membrane-permeant JC-1 dye (Molecular probe) was used to monitor MMP in ncls- or veh-treated C2C12 myotubes at 72 h post ncls treatment. In brief, myotubes after various treatments were stained with 1 μM of JC-1 for 30 min at 37°C and then examined using fluorescence microscopy at Ex 540 nm / Em 570 nm and Ex 485 nm / Em 535 nm. Quantitative changes of MMP after ncls treatment were determined by measuring fluorescence intensities of JC-1 aggregates (Ex 535 nm / Em 595 nm) and JC-1 monomer (Ex 485 nm / Em 535 nm). For flow cytometric analysis, C2C12 myotubes (10^6^ cells / ml) were stained with 1 μM of JC-1 for 30 min at 37°C, trypsinized, and washed with PBS before JC-1 signals were analyzed on a flow cytometer (Beckman Coulter) using 488 nm excitation with 530 nm and 585 nm bandpass emission filters.

### Hydrogen peroxide concentration

H2O2 concentration was determined at 48 h post ncls treatment using the Amplex Red Hydrogen Peroxide/Peroxidase Assay Kit (#A22188, Invitrogen) in ncls- or veh-treated C2C12 myotubes. Briefly, C2C12 myotubes (10^6^ cells / ml) were incubated with 50 μM Amplex Red reagent plus 0.1 U / ml horseradish peroxidase for 30 min in darkness, and then the concentration of H2O2 was measured as per manufacturer’s instructions on a fluorescence plate reader (Tecan).

### Statistical analysis

Results are expressed as the mean values ± SEM or the averages ± standard deviation. The datasets were analyzed for statistical significance between groups using either two-tailed Student’s *t*-test or 2-way ANOVA. Methods of statistical analysis are provided in S1 Data. Statistical analyses (except RNA-seq) were performed using GraphPad software, version 5 or Excel. A *p*-value < 0.05 was considered significant.

### Accession numbers

RNA-seq datasets were deposited into the Gene Expression Omnibus under accession number GSE63268.

## Supporting information

S1 Fig Effects of ncls treatment on the fat mass and lean mass in HFD and NCD mice. (A) Percentages of fat mass in total body weight of the ncls- or veh-treated mice on either an HFD or an NCD over a 9-wk period. (B) Percentages of fat mass and lean mass in total body weight of the mice after 6 wk of ncls or veh treatment (Week 8). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. Underlying data and method of statistical analysis are provided in S1 Data.
(TIF) Click here for additional data file.

S2 Fig Ncls promotes fatty acid metabolism in HFD mice. (A) Carbon dioxide production (VCO_2_) of HFD and NCD mice after 6 wk of ncls or veh administration. (B) RER of the mice described in (A). Ncls treatment significantly reduced the RER in HFD mice, indicating increased fatty acid metabolism in HFD-ncls mice. **** *p* < 0.0001. Underlying data and method of statistical analysis are provided in S1 Data.
(TIF) Click here for additional data file.

S3 Fig Ncls does not affect food intake and fecal energy output in mice. (A) Cumulative food intake of HFD and NCD mice over a 48-h period after 6 wk of ncls or veh administration. (B) Average daily food intake of the mice described in (A). (C) Absolute daily caloric intake of the mice described in (A). (D) Feces production, (E) fecal energy content as determined by bomb calorimeter, and (F) total fecal energy output per day of the mice described in (A). **** *p* < 0.0001. Underlying data and method of statistical analysis are provided in S1 Data.
(TIF) Click here for additional data file.

S4 Fig Effects of ncls treatment on mouse behavior. Mouse anxiety was evaluated by behavior tests including the (A) limb clasping test, (B) open field test, and (C) elevated plus maze test. Representative mouse trajectories for HFD-veh and HFD-ncls mice in the open field test were shown in panel (B). Values represent means ± SEM. Underlying data and method of statistical analysis are provided in S1 Data.
(TIF) Click here for additional data file.

S5 Fig Correlation of skeletal muscle RNA-seq datasets between NCD-veh and NCD-ncls mice. The transcriptomic profiles of skeletal muscle of NCD-veh and NCD-ncls mice showed very high positive correlation (Pearson correlation coefficients, *R* = 0.999), suggesting ncls treatment did not lead to major transcriptional changes in NCD mice at the genomic level. Underlying data and method of statistical analysis are provided in S1 Data.
(TIF) Click here for additional data file.

S6 Fig Effects of ncls on muscle strength and muscle mass. (A) Grip strength performance of mice at the beginning of the study (Baseline) and after 7 wk of ncls or veh treatment (Week 7). (B-F) Mass of (B) EDL, (C) soleus, (D) TA, (E) Gastr., and (F) quadricep muscles from mice treated for 7 wk with ncls or veh on either an HFD or an NCD. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001. Underlying data and method of statistical analysis are provided in S1 Data.
(TIF) Click here for additional data file.

S7 Fig Effects of ncls on muscle fiber area and fiber type in quadriceps of NCD and HFD mice. (A) Quadricep muscles were harvested from mice treated with ncls or veh on either an HFD or an NCD. Muscle sections were H&E stained, and the CSA of muscle fibers were quantified using ImageJ. (B) Muscle fiber type transition in the quadriceps upon ncls treatment in both HFD and NCD mice. Serial cryosections of quadricep muscles were immunostained with specific MHC antibodies and the percentages of each fiber type (MHC I, MHC IIa, and MHC IIb) were determined. * *P* < 0.05. (C) Representative images for MHC immunostaining of quadriceps muscle from mice treated with ncls or veh on either an HFD or an NCD. Scale bar, 100 μm. Underlying data and method of statistical analysis are provided in S1 Data.
(TIF) Click here for additional data file.

S8 Fig Ncls promotes the expression of oxidative metabolism genes but represses glycolytic and fatty acid synthesis genes in quadriceps muscle of HFD mice. (A) The top 3 highly enriched categories of DEGs (>1.4-fold change) in quadricep muscles from HFD-ncls, NCD-veh and HFD-veh mice. (B) Expression patterns of representative genes from the “metabolic process” category, as described in (A). Underlying data and method of statistical analysis are provided in S1 Data.
(TIF) Click here for additional data file.

S9 Fig Effects of ncls on metabolic gene expression in WAT, BAT, liver, and heart. Relative mRNA expression of metabolic genes in (A) WAT, (B) BAT, (C), liver and (D) heart from mice treated with ncls or veh on either an HFD or an NCD. Underlying data and method of statistical analysis are provided in S1 Data.
(TIF) Click here for additional data file.

S10 Fig Ncls slightly enhances mitochondrial respiration in both murine myotubes and primary human myotubes in the absence of PA treatment. Relative mRNA expression of selected metabolic genes in (A) murine myotubes (C2C12) and (B) primary human myotubes (36C15Q) after treatment with or without 20 nM ncls for 48 h. The values of the untreated myotubes were arbitrarily set as one. Mitochondrial respiration was evaluated with a Seahorse extracellular flux analyzer. The OCR output for the BR, PL, AP, MR, and SRC of ncls-treated (C) C2C12 and (D) 36C15Q myotubes were shown as bar graphs. The OCR was normalized to the total protein per well. OCR profiles of (E) C2C12 and (F) 36C15Q myotubes with or without 20 nM ncls treatment were determined by a Seahorse extracellular flux analyzer. Vertical dashed lines indicate the time points of oligomycin (Oligo, 1 μM), FCCP (1.6 μM) and Rotenone/Antimycin A (Ret/A, 1 μM) injection. * *p* < 0.05, *** *p* < 0.001. Underlying data and method of statistical analysis are provided in S1 Data.
(TIF) Click here for additional data file.

S11 Fig Ncls partially activates AMPK signaling in C2C12 myotubes without PA treatment but exerts no detectable effects on AMPK signaling in the skeletal muscle of NCD mice. (A) Ncls treatment led to slight increases in pAMPKα and pACC2 in C2C12 myotubes without PA treatment. Western blots of total AMPKα and ACC2 were used for loading controls and subsequent densitometry measurement. Ratios of phospho- to total- AMPKα and ACC2 were shown as bar graphs below the representative immuno-blotting images of two independent experiments performed in duplicates. (B) Ncls treatment had no detectable effects on pAMPKα and pACC2 as evaluated by western blotting in quadricep muscles from NCD mice. Protein levels of AMPKα and ACC2 were evaluated by western blotting in parallel. glyceraldehyde 3-phosphate dehydrogenase (GAPDH) was included as a loading control. Underlying data and method of statistical analysis are provided in S1 Data.
(TIF) Click here for additional data file.

S1 Table List of the 258 DEGs in the skeletal muscle of HFD-veh, NCD-veh, and HFD-ncls mice (>2-fold change). (XLSX) Click here for additional data file.

S2 Table Gene list of the enriched “Muscle protein” category in the up-regulated genes in the skeletal muscle of HFD-ncls mice (>2-fold change). (DOCX) Click here for additional data file.

S3 Table Expression levels of the genes described in S2 Table from the RNA-seq analysis. (DOCX) Click here for additional data file.

S4 Table Primers for qRT-PCR. (DOCX) Click here for additional data file.

S1 Text Supporting materials and methods. (DOCX) Click here for additional data file.

S1 Data Contains underlying data for Figs 1A–1C,1E, 1H; 2B–2I; 3B, 3D–3F, 3H; 4D–4E; 5A, 5C–5I, 5K; 6A, 6B, 6E–6J; 7A, 7B, 7G and 8A–8D; S1A, S1B; S2A,S2B; S3A–S3F; S4B,S4C; S5; S6A–S6F; S7A,S7B; S8A; S9A–S9D; S10A–S10F and S11A Figs. (XLSX) Click here for additional data file.

## Abbreviations

*Acadl*: acyl-CoA dehydrogenase, long chain
ACC: acetyl-CoA carboxylase
*Acsl1*: acyl-CoA synthetase long-chain family member 1
ADP: adenosine diphosphate
AICAR: 5-Aminoimidazole-4-carboxamide ribonucleotide
AMPK: AMP-activated protein kinase
AP: ATP production
AUC: area under curve
BAT: brown adipose tissue
BR: basal rate
CaMKK: Ca(2+)/calmodulin-dependent protein kinase kinase
*Cpt1b*: carnitine palmitoyltransferase 1B
*Cs*: citrate synthase
CSA: cross-sectional area
DEG: differentially expressed genes
DIO: diet-induced obesity
ECAR: extracellular acidification rate
EDL: extensor digitorum longus
Eto: etomoxir
FAO: fatty acid oxidation
*Fasn*: fatty acid synthase
*Fatp1*: fatty acid transport protein 1
FCCP: carbonilcyanide p-triflouromethoxyphenylhydrazone
FFA: free fatty acid
FPKM: fragments per kilobase of exon per million fragments mapped
GAPDH: glyceraldehyde 3-phosphate dehydrogenase
GSIS: glucose-stimulated insulin secretion
GTT: glucose tolerance test
H&E: hematoxylin & eosin
HFD: high-fat diet
ITT: insulin tolerance test
LKB1: liver kinase B1
MHC: myosin heavy chain
MMP: mitochondrial membrane potential
MR: maximal respiration
MRI: magnetic resonance imaging
NCD: normal chow diet
ncls: narciclasine
NMR: nuclear magnetic resonance
OCR: oxygen consumption rates
PA: palmitate
pACC2: phospho-ACC2
pAMPKα: phospho-AMPKα
*Pfkl*: phosphofructokinase
PL: proton leak
*Ppara*: peroxisome proliferator-activated receptor alpha
qRT-PCR: quantitative reverse transcription polymerase chain reaction
RER: respiratory exchange ratio
ROS: reactive oxygen species
*Scd1*: stearoyl-CoA desaturase
SEM: standard error of the mean
SRC: spare respiratory capacity
TA: tibialis anterior
*Tfam*: mitochondrial transcription factor A
TG: triglyceride
veh: vehicle
WAT: white adipose tissue

# Supplementary material for: Narciclasine attenuates diet-induced obesity by promoting oxidative metabolism in skeletal muscle
**Source:** PLoS Biol. 2017 Feb 16;15(2):e1002597. doi: 10.1371/journal.pbio.1002597
**Supplement:** S2 Table

**S2 Table. Gene list of the enriched “Muscle protein” category in the up-regulated genes in skeletal muscle of HFD-ncls mice (> 2-fold change).**

| **Category** | **Term** | ***P-*Value** | **Genes** | **Counts** | **List Total** | **Fold Enrichment** | **FDR** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| SP_PIR_ KEYWORDS | Muscle protein | 2.55E-07 | *Tnnt1*  *Tnni1*  *Myl2*  *Tnnc1*  *Myl3*  *Actc1*  *Myh7* | 7 | 96 | 26.04 | 3.06E-04 |

# Supplementary material for: Narciclasine attenuates diet-induced obesity by promoting oxidative metabolism in skeletal muscle
**Source:** PLoS Biol. 2017 Feb 16;15(2):e1002597. doi: 10.1371/journal.pbio.1002597
**Supplement:** S3 Table

**S3 Table. Expression levels of the genes described in S2 Table from the RNA-seq analysis.**

| **Gene Name** | **Gene Expression Levels (FPKM)** | | | **Fold Changes** | |
| --- | --- | --- | --- | --- | --- |
|  | **HFD-veh** | **HFD-ncls** | **NCD-veh** | **HFD-ncls/ HFD-veh** | **NCD-veh/ HFD-veh** |
| *Tnnt1* | 0.001 | 3.29012 | 2.6882 | 3290.12 | 2688.2 |
| *Tnni1* | 0.0839811 | 2.17908 | 1.41765 | 25.94726671 | 16.88058385 |
| *Myl2* | 0.734632 | 16.174 | 10.5421 | 22.01646539 | 14.35017805 |
| *Tnnc1* | 0.210536 | 4.56394 | 4.64237 | 21.67771782 | 22.05024319 |
| *Myl3* | 0.807421 | 9.58909 | 11.6573 | 11.87619594 | 14.43769731 |
| *Actc1* | 146.183 | 407.324 | 642.004 | 2.786397871 | 4.391782902 |
| *Myh7* | 5.10704 | 11.677 | 13.4284 | 2.286451643 | 2.629390018 |

# Supplementary material for: Narciclasine attenuates diet-induced obesity by promoting oxidative metabolism in skeletal muscle
**Source:** PLoS Biol. 2017 Feb 16;15(2):e1002597. doi: 10.1371/journal.pbio.1002597
**Supplement:** S4 Table

**S4 Table. Primers for qRT-PCR.**

**Supporting References**

1. Koren L, Elhanani O, Kehat I, Hai T, Aronheim A. Adult cardiac expression of the activating transcription factor 3, ATF3, promotes ventricular hypertrophy. PLoS One. 2013;8(7):e68396. doi: 10.1371/journal.pone.0068396. PubMed PMID: 23874609; PubMed Central PMCID: PMCPMC3707568.

2. Gong SP, Lee EJ, Lee ST, Kim H, Lee SH, Han HJ, et al. Improved establishment of autologous stem cells derived from preantral follicle culture and oocyte parthenogenesis. Stem Cells Dev. 2008;17(4):695-712. doi: 10.1089/scd.2007.0168. PubMed PMID: 18752416.

3. Park KH, Franciosi S, Leavitt BR. Postnatal muscle modification by myogenic factors modulates neuropathology and survival in an ALS mouse model. Nat Commun. 2013;4:2906. doi: 10.1038/ncomms3906. PubMed PMID: 24346342; PubMed Central PMCID: PMCPMC4965267.

4. Liu J, Liang X, Zhou D, Lai L, Xiao L, Liu L, et al. Coupling of mitochondrial function and skeletal muscle fiber type by a miR-499/Fnip1/AMPK circuit. EMBO Mol Med. 2016. doi: 10.15252/emmm.201606372. PubMed PMID: 27506764.

5. Gan Z, Rumsey J, Hazen BC, Lai L, Leone TC, Vega RB, et al. Nuclear receptor/microRNA circuitry links muscle fiber type to energy metabolism. The Journal of clinical investigation. 2013;123(6):2564-75. Epub 2013/05/17. doi: 10.1172/JCI67652. PubMed PMID: 23676496; PubMed Central PMCID: PMC3668841.

6. Tian Z, Miyata K, Tabata M, Yano M, Tazume H, Aoi J, et al. Nifedipine increases energy expenditure by increasing PGC-1alpha expression in skeletal muscle. Hypertens Res. 2011;34(11):1221-7. doi: 10.1038/hr.2011.129. PubMed PMID: 21814214.

7. Nefzger CM, Jarde T, Rossello FJ, Horvay K, Knaupp AS, Powell DR, et al. A Versatile Strategy for Isolating a Highly Enriched Population of Intestinal Stem Cells. Stem Cell Reports. 2016;6(3):321-9. doi: 10.1016/j.stemcr.2016.01.014. PubMed PMID: 26923822; PubMed Central PMCID: PMCPMC4788784.

8. Din S, Konstandin MH, Johnson B, Emathinger J, Volkers M, Toko H, et al. Metabolic dysfunction consistent with premature aging results from deletion of Pim kinases. Circ Res. 2014;115(3):376-87. doi: 10.1161/CIRCRESAHA.115.304441. PubMed PMID: 24916111; PubMed Central PMCID: PMCPMC4254755.

9. Wu H, Gao Y, Shi HL, Qin LY, Huang F, Lan YY, et al. Astragaloside IV improves lipid metabolism in obese mice by alleviation of leptin resistance and regulation of thermogenic network. Sci Rep. 2016;6:30190. doi: 10.1038/srep30190. PubMed PMID: 27444146; PubMed Central PMCID: PMCPMC4957129.

10. Shen WJ, Patel S, Yu Z, Jue D, Kraemer FB. Effects of rosiglitazone and high fat diet on lipase/esterase expression in adipose tissue. Biochimica et biophysica acta. 2007;1771(2):177-84. doi: 10.1016/j.bbalip.2006.11.009. PubMed PMID: 17215164; PubMed Central PMCID: PMCPMC1933526.

11. Miura S, Kai Y, Kamei Y, Ezaki O. Isoform-specific increases in murine skeletal muscle peroxisome proliferator-activated receptor-gamma coactivator-1alpha (PGC-1alpha) mRNA in response to beta2-adrenergic receptor activation and exercise. Endocrinology. 2008;149(9):4527-33. doi: 10.1210/en.2008-0466. PubMed PMID: 18511502.

12. Aguilar V, Alliouachene S, Sotiropoulos A, Sobering A, Athea Y, Djouadi F, et al. S6 kinase deletion suppresses muscle growth adaptations to nutrient availability by activating AMP kinase. Cell Metab. 2007;5(6):476-87. doi: 10.1016/j.cmet.2007.05.006. PubMed PMID: 17550782.

13. Ho D, Zhao X, Yan L, Yuan C, Zong H, Vatner DE, et al. Adenylyl Cyclase Type 5 Deficiency Protects Against Diet-Induced Obesity and Insulin Resistance. Diabetes. 2015;64(7):2636-45. doi: 10.2337/db14-0494. PubMed PMID: 25732192; PubMed Central PMCID: PMCPMC4477357.

14. Waki H, Park KW, Mitro N, Pei L, Damoiseaux R, Wilpitz DC, et al. The small molecule harmine is an antidiabetic cell-type-specific regulator of PPARgamma expression. Cell Metab. 2007;5(5):357-70. Epub 2007/05/10. doi: S1550-4131(07)00073-3 [pii]10.1016/j.cmet.2007.03.010. PubMed PMID: 17488638.

15. Kreuzaler PA, Staniszewska AD, Li W, Omidvar N, Kedjouar B, Turkson J, et al. Stat3 controls lysosomal-mediated cell death in vivo. Nat Cell Biol. 2011;13(3):303-9. doi: 10.1038/ncb2171. PubMed PMID: 21336304.

# Supplementary material for: Narciclasine attenuates diet-induced obesity by promoting oxidative metabolism in skeletal muscle
**Source:** PLoS Biol. 2017 Feb 16;15(2):e1002597. doi: 10.1371/journal.pbio.1002597
**Supplement:** S1 Text

**Supporting Materials and Methods**

**Body Composition Measurement**

The fat and lean mass of each mouse in this study were measured weekly by an EchoMRI-100 body composition analyzer (Echo Medical Systems).

**MRI Acquisition**

The *in vivo* MRI experiments were conducted in compliance with and were approved by the local institutional committee. MRI measurements were performed on a 7 T Bruker ClinScan using a 40-mm volume and receiver coil. Prior to the *in vivo* experiments, the mice were initially anesthetized with 2% isoflurane in a dedicated chamber. During the course of the MRI experiments, anaesthesia levels were reduced to 1.5–1% in a combination of medical air and medical oxygen. Mice were positioned in the prone position, and respiratory-gated image acquisition was performed. Physiological monitoring was performed using an ML880 16/30 Powerlab system (AD Instruments, Spechbach, Germany). The temperature probe was placed inside the rectums of the mice, and the body temperature was monitored and controlled with circulating hot water. The imaging experiments were performed on NCD-veh, NCD-ncls, HFD-veh and HFD-ncls mice at 15 weeks of age. T2 weighted coronal images were obtained to localize the lumber I to lumber V abdomen regions using turbo spin echo imaging. Respiration-gated Dixon imaging was performed in the transverse plane by acquiring 22 1-mm-thick slices (time of repetition- 8 ms, number of averages- 2; echo time (opposite phase)- 1 ms; echo time (in phase)-2.5 ms; flip agnle-6º; echo band widths- 1090 and 1500 Hz/pixel; matrix size-192 x 256; and in-plane resolution-.0195 x 0.195).

**Image Processing**

The segmentation of subcutaneous adipose tissue (SAT) and visceral adipose tissue (VAT) was performed using a hybrid algorithm (active contour [[1](#_ENREF_1)] and fuzzy c-means –FCM [[2](#_ENREF_2)]) by an in-house-developed MATLAB program. Dixon-based fat images were first filtered using a bifilter to reduce the high frequency noise, to homogenize the regions with little intensity variation and to preserve and sharpen the edges. The denotations of the edges were improved using edge enhancement techniques. The initial curve was derived from the binary image of the data for each slice. Geodesic region- and curve evolution-based segmentation was used to identify the boundaries between the SAT and VAT. The initial contour for the algorithm was derived semi-automatically by selecting a few seed points near the abdominal wall. The geodesic curve was allowed to converge into the abdominal wall. After separation of the SAT and VAT regions, FCM with a different number of classes was performed on the SAT and VAT regions; then, thresholds for classifying the data into fat and non-fat regions were derived using statistical parameters such as the mean, variance and neighborhood relation. The different FCM regions in SAT and VAT were merged based on the intensity and neighborhood relation. The quantitation of the SAT and VAT regions was performed using the voxel dimensions of the scan.

**Histological Analysis**

Histological analysis was performed as previously described [[3](#_ENREF_3)]. Briefly, complete necropsies were performed, and the tissues used for histology were fixed in 10% neutral buffered formalin and embedded in paraffin, sectioned at 4 μm, stained with H&E, and examined for pathological findings.

**Tissue Lipid Content Measurement**

TG contents in BAT, liver and quadriceps skeletal muscle were measured using a Triglyceride Quantification Kit (Abcam). Up to 60 mg of each snap-frozen piece of tissue were homogenized in 5% NP-40 buffer and slowly heated to 90°C to solubilize all of the TGs. After centrifugation, the soluble fraction was assayed according to the manufacturer’s instructions and normalized to the tissue weight.

**Blood Metabolic Parameters**

Plasma insulin and leptin levels were measured after overnight fasting using the corresponding ELISA kits (Millipore). FFA, TG and cholesterol levels were measured with a commercial kit (WAKO) or with the Liquicor assay (Stanbio).

**Oral Glucose Tolerance Test**

All mice were fasted overnight. After baseline glucose values were measured using Accu-Check Performa (Roche), the mice were given glucose at 2 mg/g body weight by oral gavage. Subsequently, the clearance of plasma glucose was monitored at 15, 30, 60, 90 and 120 min following glucose administration.

**Glucose Stimulated Insulin Secretion Assay**

Insulin levels were determined using the Ultra Sensitive Mouse Insulin Immunoassay Kit (Antibody and Immunoassay Services, #32380) as per manufacturer’s instructions. Briefly, all mice were fasted for 16 hours, and then given glucose at 2 mg/g body weight by oral gavage. Insulin levels were determined from blood collected at 0, 8, 15, 30, and 60 min after glucose administration by measuring optical densities at 450 nm using a spectrometry plate reader (Tecan). Insulin concentration was calculated based on insulin standard using a 4 parameter logistic curve fitting program (GraphPad Software, Inc., San Diego, CA, USA).

**Insulin Tolerance Test**

All mice were fasted for 4 hours. After measuring blood glucose of each mouse using Accu-Check Performa (Roche) to get baseline data, the mice were given 0.75 U/kg body weight of insulin via IP injection. Subsequently, blood glucose levels were measured at 15, 30, 60, 90, and 120 min after insulin injection.

- **Whole Body Glucose and Lipid Oxidation Rates**
- Oxygen consumption (VO_2_) (L/min) and carbon dioxide production (VCO_2_) (L/min) were monitored by indirect calorimetry using the Oxymax/Comprehensive Lab Animal Monitoring System (Columbus Instrument, Ohio). Whole body substrate utilization rate were calculated using the equation used by Ferrannini [[4](#_ENREF_4)]: Glucose oxidation rate (g/min) = 4.55VCO_2_-3.21VO_2_-2.87N; Lipid oxidation rate (g/min) = 1.67(VO_2_-VCO_2_)-1.92N. Because the protein oxidation rate (N) (mg/min) contributes very little to the energy expenditure and the resting metabolic rate, we have ignored protein oxidation contribution as previously described [[5](#_ENREF_5)].

**Fecal Energy Output**

- Mice were individually housed for a period of 4 days during the last week of the study. Feces were collected every 24 hours and food debris was removed from the feces sample. Feces were then dried in an oven at 50°C. Energy content from 600 mg of dried feces was analyzed for each mouse using a bomb calorimeter (Parr Isoperibol Calorimeter, Model 6200, Parr Instrument Company).

**Open Field Test**

The open field test is commonly used to assess anxiety in rodents [[6](#_ENREF_6)]. The testing apparatus is a 50 × 50 cm open, grey, acrylic box (open field) with 20 cm high walls. Because rodents have an innate fear of open and bright spaces, they preferentially spend more time at the perimeter rather than the centre of the open field. The time spent in the centre versus the perimeter is taken as a measure of anxiety-like behaviour. Test sessions lasted 10 min and were video recorded. The number of entries into the centre and the time spent in the centre versus perimeter were scored using an automated video-based tracking system (Noldus EthoVision 9, Netherlands).

**Elevated Plus Maze Test**

The elevated plus maze [[7](#_ENREF_7)] is a well-established test of anxiety. The testing apparatus is shaped like a ‘+’ with two open arms perpendicular to two closed arms of equal dimensions. The closed arms are enclosed by three 10-cm high walls. Because rodents have an innate fear of elevated open spaces, they tend to spend less time in the open arms. Time spent in the open versus closed arms is taken as a measure of anxiety-like behaviour. Test sessions lasted 5 min and were video recorded. The number of entries into the open arms and time spent in the open versus closed arms were scored manually.

**Immunofluorescence**

Serial sections of quadriceps muscle were cut at 4 µm thicknesses, deparaffinized, and rehydrated with xylenes, ethanol, and water by standard methods. Tissue sections were incubated for 5 minutes in 0.3% Triton X100-PBS, and blocked for 1 hour in 5% normal donkey serum-PBS and then incubated overnight with anti-Myh7 antibody (Santa Cruz) diluted 1:150 in 1% BSA - 0.1% Triton X100-PBS at 4°C. The tissue sections were then washed 3 times with PBS for 10 minutes before incubation with Alexa Fluor 388 donkey anti-mouse (Invitrogen) (0.2 U/ml) and mounted. Samples were examined using Eclipse Ti Nikon confocal laser scanning microscope.

**Muscle Fiber Typing**

Skeletal muscle fiber typing in quadriceps was performed using immunofluorescence staining against myosin heavy chain proteins MHC I, MHC IIa and MHC IIb. Briefly, serial cryosections of quadriceps muscle were immunostained with specific MHC antibodies from Developmental Studies Hybridoma Bank (DSHB), The University of Iowa: (1) anti-MHC I (A4.840, 1:50) [[8](#_ENREF_8), [9](#_ENREF_9)]; (2) anti-MHC IIa (2F7, 1:70) [[10](#_ENREF_10)]; (3) anti-MHC IIb (10F5, 1:20) [[10](#_ENREF_10), [11](#_ENREF_11)], then incubated with fluorescent secondary antibody (with conjugated Alexa 488). Stained sections were examined under the fluorescence microscope (Leica) and the percentage of each fiber type (MHC I, MHC IIa and MHC IIb) was determined by manual counting of immuno-positive fibers from each section. The cross-sectional area of muscle fibers were quantified from H&E stained muscle sections using ImageJ.

- **Grip Strength Test**
- Grip strength of both forelimb and hindlimb (4 paws) was measured using a MK-380M grip strength meter (Muromachi Kikai Co., Ltd). The grip strength of each mouse from each group was measured 3 times with a 3 min interval between each measurement to prevent fatigue of animals. Measurements were performed before and after ncls treatment. Individual muscular function was assessed by sensing the peak amount of force for each measurement.
- **Muscle Mass**
- At the end of the study, mice were anaesthetized and quadriceps, tibialis anterior, gastrocnemius, EDL and soleus muscles were dissected and cleaned from visible fat deposits. Each muscle was individually weighted on a Precisions’ weight balance. Mass of individual dissected muscle were compiled and presented as box and whisker plots.

**Core Body Temperature**

The core body temperature was measured with a probe thermometer (Advance Technology) at a constant depth as described previously [[12](#_ENREF_12)].

**Mitochondrial DNA Content**

Mitochondrial DNA copy numbers were determined by semi-quantitative real-time PCR analysis of total DNA isolated from muscle, BAT, liver and WAT of HFD-veh and HFD-ncls mice. Primer sequences for mitochondrial DNA (mtCox1) and nuclear DNA (PECAM) were from [[13](#_ENREF_13)].

**Immunoblotting**

Muscle, liver, BAT and WAT tissues were harvested and homogenized in PLC lysis buffer (50 mM HEPES, pH=7.5; 150 mM NaCl; 10% glycerol; 1 mM EGTA; 1% triton-100) containing protease inhibitor cocktail and phosphatase inhibitor cocktail (Roche). Homogenized tissues were kept on ice for 30 min with vigorous vortexing every 5 min, centrifuged at 12,000 rpm for 15 min at 4°C. The supernatant was collected for immunoblotting analysis. Before western blot analysis, protein concentration of the whole-cell lysates and tissue extracts was determined by the bicinchoninic acid assay (Sigma). Equal amount of lysates from C2C12 myotubes or mouse tissues were resolved by SDS-PAGE, transferred onto PVDF membranes, and probed with the Phospho-AMPKα (Thr172) (40H9) Rabbit mAb (#2535, Cell Signaling), AMPKα (D5A2) Rabbit mAb (#5831, Cell Signaling), Phospho-Acetyl-CoA Carboxylase (Ser79) (D7D11) Rabbit mAb (#11818, Cell Signaling), Acetyl-CoA Carboxylase (C83B10) Rabbit mAb (#3676, Cell Signaling), UCP2 (G6) Mouse mAb (sc-390189, Santa Cruz) and an antibody against GAPDH (sc-32233, Santa Cruz). The intensities of the bands of interest were determined by the Quantity One 1-D analysis software (BIO-RAD).

**Cell Staining**

- Differentiated murine and human myotubes were fixed in 4% paraformaldehyde/phosphate-buffered saline (PBS) for 10 min at 25°C. Following fixation, the samples were washed 3 times in PBS for 10 min. After washing, fixed myotubes were stained with 1 μg/ml BODIPY 493/503 dye (Molecular Probes) in 150 mM NaCl-water for 10 min at 25°C. Sections were then mounted with Prolong Gold Antifade with DAPI (Molecular Probes) and covered with glass coverslips. Images were acquired using an Eclipse Ti Nikon confocal laser scanning microscope.

**Supporting References**

1. Lankton S, Tannenbaum A. Localizing region-based active contours. IEEE transactions on image processing : a publication of the IEEE Signal Processing Society. 2008;17(11):2029-39. Epub 2008/10/16. doi: 10.1109/TIP.2008.2004611. PubMed PMID: 18854247; PubMed Central PMCID: PMC2796112.

2. Bezdek JC. Pattern Recognition with Fuzzy Objective Function Algorithms. Plenum Press, New York. 1981.

3. Julien SG, Dube N, Read M, Penney J, Paquet M, Han Y, et al. Protein tyrosine phosphatase 1B deficiency or inhibition delays ErbB2-induced mammary tumorigenesis and protects from lung metastasis. Nature genetics. 2007;39(3):338-46. Epub 2007/01/30. doi: 10.1038/ng1963. PubMed PMID: 17259984.

4. Ferrannini E. The theoretical bases of indirect calorimetry: a review. Metabolism: clinical and experimental. 1988;37(3):287-301. Epub 1988/03/01. PubMed PMID: 3278194.

5. Tadaishi M, Miura S, Kai Y, Kano Y, Oishi Y, Ezaki O. Skeletal muscle-specific expression of PGC-1alpha-b, an exercise-responsive isoform, increases exercise capacity and peak oxygen uptake. PloS one. 2011;6(12):e28290. Epub 2011/12/17. doi: 10.1371/journal.pone.0028290. PubMed PMID: 22174785; PubMed Central PMCID: PMC3234261.

6. Crawley JN. Exploratory behavior models of anxiety in mice. Neurosci Biobehav Rev. 1985;9(1):37-44. PubMed PMID: 2858080.

7. Walf AA, Frye CA. The use of the elevated plus maze as an assay of anxiety-related behavior in rodents. Nature protocols. 2007;2(2):322-8. doi: 10.1038/nprot.2007.44. PubMed PMID: 17406592; PubMed Central PMCID: PMCPMC3623971.

8. Giorgetti E, Yu Z, Chua JP, Shimamura R, Zhao L, Zhu F, et al. Rescue of Metabolic Alterations in AR113Q Skeletal Muscle by Peripheral Androgen Receptor Gene Silencing. Cell Rep. 2016;17(1):125-36. doi: 10.1016/j.celrep.2016.08.084. PubMed PMID: 27681426.

9. Webster C, Silberstein L, Hays AP, Blau HM. Fast muscle fibers are preferentially affected in Duchenne muscular dystrophy. Cell. 1988;52(4):503-13. PubMed PMID: 3342447.

10. Lucas CA, Kang LH, Hoh JF. Monospecific antibodies against the three mammalian fast limb myosin heavy chains. Biochem Biophys Res Commun. 2000;272(1):303-8. doi: 10.1006/bbrc.2000.2768. PubMed PMID: 10872844.

11. Thomas MM, Wang DC, D'Souza DM, Krause MP, Layne AS, Criswell DS, et al. Muscle-specific AMPK beta1beta2-null mice display a myopathy due to loss of capillary density in nonpostural muscles. FASEB journal : official publication of the Federation of American Societies for Experimental Biology. 2014;28(5):2098-107. doi: 10.1096/fj.13-238972. PubMed PMID: 24522207; PubMed Central PMCID: PMCPMC3986832.

12. Kim HJ, Cho H, Alexander R, Patterson HC, Gu M, Lo KA, et al. MicroRNAs are required for the feature maintenance and differentiation of brown adipocytes. Diabetes. 2014;63(12):4045-56. doi: 10.2337/db14-0466. PubMed PMID: 25008181; PubMed Central PMCID: PMCPMC4238002.

13. Zhao XY, Li S, Wang GX, Yu Q, Lin JD. A long noncoding RNA transcriptional regulatory circuit drives thermogenic adipocyte differentiation. Mol Cell. 2014;55(3):372-82. doi: 10.1016/j.molcel.2014.06.004. PubMed PMID: 25002143; PubMed Central PMCID: PMC4127104.

How the deposited data were processed for this re-analysis (not part of the article)

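RNA-seq libraries of WAT, BAT, liver and quadriceps muscle from NCD-veh, HFD-veh and HFD-ncls mice were compared, with 1 library for each of the 12 combinations. All 12 were mapped to their organ and group from the sample labels and the methods. The number of mice behind each library is not given in the paper's text. The authors aligned reads to mm9 with TopHat 2.0.11, quantified RefSeq genes with Cufflinks and deposited FPKM values, with 1 value per gene symbol and library. No further scaling between libraries is stated. The muscle comparison of NCD-veh with NCD-ncls mice was not analysed here.

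Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. No count-based test was applied to FPKM. The 22276 symbols were each listed once. No value in at least 1 library was given for 86 symbols, 68 of them in all libraries, and such symbols were left out for the organ concerned. Log2 ratios used a pseudocount of 0.1 and genes with an FPKM of at least 1 in at least 1 of the libraries compared. Values of named genes and medians of gene lists were not filtered on FPKM. The thresholds of 2-fold and 1.4-fold are those of the paper. Its p-value and false discovery rate criteria could not be applied with 1 library per group. The clustering used average linkage on Euclidean distances of standardized log2 values, since the paper names neither distance nor linkage. S1 Table genes were also recomputed with the floor of 0.001 FPKM that S1 Table uses.

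Gene lists were compared with 10000 random lists of the same size, drawn with seed 1 from the 100 genes on each side in mean expression. Percentiles among these random lists are descriptions of these libraries. They were not used as evidence for lists that the paper chose from these data. Shares of genes carry Wilson 95% intervals that cover the number of genes only. Organ-enriched genes had a mean FPKM of at least 10 in the organ and at least 20 times the median of the other 9 libraries. The share of an organ's RNA in another library was estimated as the median over organ-enriched genes of the excess FPKM divided by the FPKM in the source library. The r of the excess with the source level used log2 values of the genes with a positive excess. Genes without an excess do not enter it.

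Relative depth was estimated from FPKM values up to 0.05, many of which lie on steps of whole fragments. Between 63.5% and 73.3% of the ratios of such values were ratios of whole numbers up to 20. In each library, 98 to 143 genes had values above 0 and below 0.001 FPKM. With annotated transcript lengths of 1001 genes, HFD-veh muscle came to about 26400000 fragments (quartiles 23100000 and 27300000). These depths are approximate, and no interval or count test rests on them.

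The genes named were those the paper names for its RNA-seq and qRT-PCR data and, in each organ, the 3 most increased and the 3 most decreased on log2(FPKM + 1). Alternatives changed 1 choice at a time and covered the pseudocount, the filter on FPKM, rescaling by the median ratio, Spearman's rho, the distance of the clustering and the removal of liver-enriched genes. On simulated data, 100 of 100 genes made 4-fold higher and 98 of 100 made 4-fold lower were found, and 5 other genes were among the 203 called. These data were NCD-veh muscle levels with small random noise, and the changes lay well over the 2-fold threshold. Spread between animals and failed estimates were not simulated. The numbers therefore check the computation and give no rate of false calls in the real libraries. An added liver share of 1% was recovered as 1.01%. The enriched categories of the paper could not be recomputed, because no table of gene annotation terms was used here.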

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

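The tests of RNA shares, of slow-twitch genes in BAT and of adipocyte genes were chosen after the results were seen, as were the rule that picked Cyp1a1 and the minimum of 1 FPKM for genes with opposite changes, and the test of which liver library matched was set earlier. The removal of liver-enriched genes was also set earlier, but its use as a test of the correlation was written down after its result was seen. Alb and Mup genes of S1 Table had been seen before the deposited data, and were left out of the list of liver genes for that reason.

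A signal that the paper's text does not discuss is that of liver transcripts in the HFD-veh muscle library. Of 582 liver-enriched genes, 546 were above the mean of the other muscle libraries, and their excess had a median of 0.567% of the HFD-veh liver level (quartiles 0.393% and 0.744%). For 261 of these genes with a liver mean of at least 100 FPKM, the median level was 0.665% of the liver level in HFD-veh muscle, 0.00825% in NCD-veh muscle and 0.00488% in HFD-ncls muscle. A list of 22 liver genes that leaves out Alb was higher in HFD-veh than in HFD-ncls muscle for 22 of 22 genes, with a median log2 difference of 5.82, and of 5.83 after rescaling by the median ratio. If liver RNA were present at a fixed share, the excess would follow the liver level with an r above 0.8 across genes. The r was 0.923 over the 546 genes with an excess. For 84 genes that differed over 2-fold between liver libraries, the excess followed the HFD-veh liver (r = 0.915) more closely than the HFD-ncls liver (0.857) or the NCD-veh liver (0.658). A candidate explanation is therefore RNA from HFD-veh liver in this library. Whether it entered at dissection, in library preparation or in sequencing was not tested, and a difference between the groups in the muscle itself was not tested separately. The relative depths of the muscle libraries (0.952, 1 and 0.984) were close to each other.

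Liver-enriched genes account for a large part of the difference in r in muscle, and for less of the distances in the clustering. The difference in r was 0.0576 with all genes and 0.00589 without liver-enriched genes, so it fell and stayed above 0. The distance of HFD-veh muscle fell from 27.6 to 24.1 to HFD-ncls and from 28.3 to 25.1 to NCD-veh. With 1 library per group, 0.00589 could not be set against the spread between animals.

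A weaker signal of the reverse kind was found in the HFD-veh liver library, where 202 of 300 muscle-enriched genes were above the other liver libraries by a median of 0.0520% of their HFD-veh muscle level. The r of the excess with the muscle level was 0.682 over these 202 genes, under the threshold of 0.8, and 0.837 over those of them with at least 100 FPKM in muscle. The second value was added after the former was seen. A further test, also added later, used the fast-twitch list, which was fixed earlier and of which 11 genes have values in muscle. All 11 were above the other liver libraries, by a median of 0.0593% of the muscle level (quartiles 0.0571% and 0.0622%, a ratio of 1.09). So nearly constant a share makes muscle RNA in this library the candidate explanation, although the r over the 202 genes did not reach the threshold. Whether this signal and the liver transcripts in HFD-veh muscle have a common origin was not tested.

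In the HFD-ncls WAT library, 484 of 582 liver-enriched genes were above HFD-veh WAT by a median of 0.218% of their HFD-ncls liver level. The r was 0.683 over these 484 genes and 0.715 over those of them with at least 100 FPKM in liver, under the threshold in both cases. The liver-enriched genes include some that WAT expresses itself. Among the 287 genes that in NCD-veh WAT were under 0.1% of the NCD-veh liver level, a test added after the other values were seen gave an r of 0.885 and a median share of 0.176%. With limits of 0.01%, 0.02% and 0.05% the r was 0.889, 0.892 and 0.891. Liver RNA in this library is therefore a candidate explanation for the genes that WAT hardly expresses. For 261 genes with a liver mean of at least 100 FPKM, the median level in WAT was 0.0212% of the liver level in NCD-veh, 0.104% in HFD-veh and 0.336% in HFD-ncls.

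Muscle-enriched genes in HFD-veh BAT were above HFD-ncls BAT for 277 of 300 genes, by a median of 0.691% of their HFD-veh muscle level. The r was 0.851 over these 277 genes and 0.890 over those of them with at least 100 FPKM in muscle. For 113 genes with a muscle mean of at least 100 FPKM, the median level in BAT was 2.26% of the muscle level in NCD-veh, 1.09% in HFD-veh and 0.288% in HFD-ncls. Muscle RNA in differing amounts in the BAT libraries is a candidate explanation.

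Several slow-twitch genes that rose in muscle fell in BAT between HFD-veh and HFD-ncls. The log2 changes in BAT were -4.14 for Tnni1, -2.25 for Tnnc1, -3.44 for Myl2, -3.46 for Myl3 and -3.23 for Myh7. The difference between the organs was not tested. In BAT 12 of 12 fast-twitch genes fell as well, with a median log2 change of -2.70. RNA with the composition of the HFD-veh quadriceps library does not account for the slow-twitch genes, because Tnni1 had 3.98 FPKM in HFD-veh BAT and 0.0840 in HFD-veh muscle, and the excess of the 5 genes in BAT had a median of 1509% of the muscle level. Muscle with more slow-twitch fibers than these quadriceps pieces, and a change in BAT itself, were not tested.

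Fasn also changed in opposite directions, with log2 changes of -1.11 in muscle and 1.31 in liver (-1.15 and 1.30 after rescaling). The difference between the organs was not tested. A list of 8 adipocyte genes had a median log2 change of -0.56 in HFD-ncls muscle, a smaller fall than that of Fasn, and 2 of the 8 genes were higher. Fewer adipocyte transcripts in HFD-ncls muscle could therefore account for a part of the fall of Fasn, and this was not decided. No explanation was tested for the liver.

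Cyp1a1 in BAT had 27.5 FPKM in HFD-ncls, 0.719 in HFD-veh and 3.36 in NCD-veh, and the paper does not report it. In the other organs it lay between 0.0205 and 3.10 FPKM. No explanation, technical or biological, was tested for it.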

How the results depend on the processing

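The removal of liver RNA by its estimated share and the removal of genes enriched in liver, WAT or BAT were chosen after seeing the data. All other alternatives were set before the deposited data were examined. Alb and Mup genes of S1 Table, which lists muscle values of these libraries, had been seen before the deposited data. The sign of the difference in r (r with NCD-veh minus r with HFD-veh) stayed negative in WAT, BAT and liver and positive in muscle under every alternative run, and the clustering partner of HFD-ncls stayed the same in all 4 organs. The r was recomputed without liver-enriched genes in muscle only, and no run left out muscle-enriched genes. RNA from other organs as a cause of the sign in WAT, BAT and liver was therefore not tested. The sizes moved as follows, and the cause was not tested unless stated.

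With a pseudocount of 1 the difference in r was -0.0394 in WAT, -0.0148 in BAT, -0.0111 in liver and 0.0249 in muscle (from -0.0583, -0.0225, -0.00908 and 0.0576). The count of genes over 2-fold fell to 91 in WAT, 114 in BAT and 98 in liver (from 207, 203 and 230), the count over 1.4-fold in muscle to 792 (from 1351), and the share of higher genes in WAT to 15.6% (from 23.8%). The median log2 change was 2.15 for slow-twitch genes (from 3.77), 3.11 for liver genes in HFD-veh muscle (from 5.82) and, for mitochondrial and FAO genes, 0.39 in muscle, -0.074 in liver and 0.073 in WAT (from 0.40, -0.079 and 0.098). With a pseudocount of 0.001 it was 4.45 for slow-twitch genes and 8.28 for liver genes.

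With no filter on FPKM the difference in r was -0.0142 in WAT, -0.00531 in BAT, -0.00211 in liver and 0.0136 in muscle. The counts over 2-fold rose to 696, 615, 657 and 924 (924 from 368 in muscle), the count over 1.4-fold to 3315, and the share of lower genes in muscle fell to 83.6% (from 89.4%). With an FPKM of at least 5 the difference in r was -0.0824 in WAT, -0.0310 in BAT, -0.0151 in liver and 0.0821 in muscle, the counts over 2-fold were 68, 80, 86 and 146, and the count over 1.4-fold was 494. The shares of higher and lower genes were then 11.5% and 57.1% in WAT (from 23.8% and 30.8%) and 39.4% and 43.4% in liver (from 29.0% and 34.6%).

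With Spearman's rho the difference was -0.0427 in WAT, -0.0182 in BAT, -0.00861 in liver and 0.0301 in muscle. After rescaling by the median ratio it was -0.0585 in WAT, -0.00918 in liver and 0.0572 in muscle. The median log2 change was then 3.73 for slow-twitch, -0.17 for fast-twitch (from -0.13) and -0.096 for respiratory chain genes (from -0.052), 5.83 for liver genes, and, for mitochondrial and FAO genes, 0.35 in muscle, -0.095 in liver, 0.058 in WAT and 0.035 in BAT (from 0.013). Cox4i1 in muscle changed sign, from 0.023 to -0.021.

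Without liver-enriched genes the difference in r in muscle was 0.00589, the count over 2-fold was 177 and the share of lower genes was 58.9%. The percent of changed genes that were higher rose from 33.4% (123 higher and 245 lower) to 68.4% (121 and 56). With the estimated liver share subtracted, the 3 values were 0.0125, 206 and 70.7%. Without genes enriched in liver, WAT or BAT over muscle they were 0.00538, 142 and 37.9%. This last setting removes 1404 genes, which can include genes that muscle expresses.

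In the clustering, the distance of HFD-ncls muscle to HFD-veh minus that to NCD-veh was 6.46, and became 0.0824 with 1 minus Pearson r as distance, 8.34 with all genes of at least 1 FPKM, 5.59 with a pseudocount of 1 and 3.11 without liver-enriched genes.

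Of the S1 Table genes, those higher in HFD-ncls and those also higher in NCD-veh numbered 57 and 44 with a pseudocount of 0.1, 18 and 17 with a pseudocount of 1, and 27 and 27 among genes with an FPKM of at least 1 (from 160 and 150). Those lower numbered 23 and 20, 10 and 10, and 14 and 14 (from 98 and 86). At least 0.1 FPKM was reached by 127 of the 258 genes and at least 5 FPKM by 25, against 41 at 1 FPKM. For 163 of the 232 genes with an annotated length the highest library held under about 10 fragments, and the counts above depend on the floor.

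Among 118 values of named genes, 231 alternative values kept their direction and side of the 2-fold threshold, 4 fell under it and 1 changed sign. No paired analysis was possible because no library is tied to the animal it came from. Summing symbols listed more than once was not run, because every symbol is listed once. Depth limits the genes near 0 FPKM, where a change of a few fragments is a large fold change.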

Differences from the paper's values

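The count of genes with an over 2-fold difference in at least 1 organ was 2861, against the paper's 1532. With a pseudocount of 1, an alternative set before the data were examined, it was 1591, within the margin of 1.5 times. The paper's count also used a p-value and a false discovery rate, which were not applied here.

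The share of genes higher in HFD-ncls muscle that were also higher in NCD-veh was 36.6% over all genes with at least 1 FPKM, against about 94% in Fig 4B, read by eye. None of the alternatives set before the data were examined closed the gap, with shares from 34.2% (no filter on FPKM) to 43.2% (rescaling). Neither did those chosen after seeing the data, with 38.2% when the liver share was subtracted and 39.8% without genes enriched in liver, WAT or BAT. The paper's share is over the genes of S1 Table, and for those genes the deposited values with the floor of 0.001 FPKM gave 150 of 160, as in the paper.

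Tnnt1 in HFD-veh muscle had 8.69e-06 FPKM, against 0.001 in the paper's S3 Table. Setting values under 0.001 to 0.001, as S1 Table does, gives the paper's value and its fold change for Tnnt1. With a pseudocount of 0.1 the fold change of Tnnt1 between HFD-ncls and HFD-veh was 33.9 and with a pseudocount of 1 it was 4.29, against the paper's 3290.12.

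The count of genes over 2-fold in muscle was 368, and with a pseudocount of 1 it was 260, against the 258 genes of S1 Table, which the paper took from a cluster. With a pseudocount of 1, only 18 of the 160 S1 Table genes listed as higher and 10 of the 98 listed as lower passed. The near match is therefore one of counts and not of genes.

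In direction, the paper reports Ppargc1a as higher in HFD-ncls than in HFD-veh muscle from RNA-seq and replicated qRT-PCR. The log2 change of Ppargc1a between the single libraries here was -0.34. From RNA-seq and qRT-PCR the paper also reports Tfam and Cox4 as markedly higher in muscle, and the log2 changes were 0.15 for Tfam and 0.02 for Cox4i1. It reports from both methods that Scd1 and Fasn were lower with ncls in muscle alone. The qRT-PCR values were not re-analysed, so these differences concern the deposited libraries only. Here they were also lower in BAT, with log2 changes of -0.86 and -1.03, and Fasn was higher in liver, with 1.31. The paper's qRT-PCR found Myh1 lower in HFD-ncls muscle, and here it had 683 FPKM in HFD-veh and 936 in HFD-ncls. The paper's qRT-PCR found Atgl (Pnpla2) higher with ncls in WAT, and here it had 678 FPKM in HFD-veh and 599 in HFD-ncls.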

Other observations

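The tests on clock genes and on the shared HFD-veh library were set before their results were seen, and the other tests in this part were chosen after. For the shared HFD-veh library, the rule written earlier gave a verdict against that explanation. The verdict was set to undecided after the result was seen, because other divisors cannot show a deviation of the HFD-veh library.

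HFD-veh muscle differed from both other muscle libraries, and sampling at another time of day was examined with clock genes. Between HFD-ncls and HFD-veh muscle, 8 clock genes had a median absolute log2 difference of 0.14, at percentile 44.4 of matched random lists. That is within the range of other genes, so a shift in phase does not account for the difference between these 2 libraries. NCD-veh differed from HFD-veh and from HFD-ncls by 0.61 in each case, at percentile 100, which is a difference between the diets or in the time of sampling that these libraries cannot separate.

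The overlap of genes changed against HFD-veh could arise because both ratios divide by the same library. With HFD-ncls or NCD-veh muscle as the shared divisor, at most 11.3% of higher genes and 17.9% of lower genes overlapped, against 36.6% and 89.4% with HFD-veh. In the other organs the overlaps were above 11.3% and 17.9%, both with NCD-veh as divisor (86.1% of higher and 51.5% of lower genes in WAT, 42.0% and 72.4% in BAT, 52.8% and 53.7% in liver) and with HFD-ncls as divisor (50.0% and 59.7% in WAT, 62.5% and 63.0% in BAT, 41.5% and 41.0% in liver). Dividing by the other muscle libraries cannot show a deviation of the HFD-veh library itself, such as its liver transcripts, so the test does not separate such a deviation from a change shared by HFD-ncls and NCD-veh muscle. Without liver-enriched genes the share of lower genes was 58.9%.

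The rise of slow-twitch genes in HFD-ncls muscle may reflect a change in fiber type or a HFD-veh muscle piece with fewer slow-twitch fibers. For a change in fiber type the paper also gives qRT-PCR, Myh7 immunostaining and fiber typing of quadriceps, which were not re-analysed here. A list of 10 other slow-twitch genes, fixed before its values were seen, had a median log2 change of 0.32 at percentile 99.5, which both explanations predict, so they cannot be told apart with 1 library per group. Between NCD-veh and HFD-veh, the list had a median of 0.40. The sum of both paralogs was almost all fast-twitch. Tnnc1 made up 0.00197% of its sum with Tnnc2 in HFD-veh muscle and 0.0488% in HFD-ncls muscle. Myh2 had 552 FPKM in NCD-veh muscle, 487 in HFD-veh and 609 in HFD-ncls.

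Tnnt1 near 0 in HFD-veh muscle was examined as a failed estimate. In HFD-veh BAT the other 5 slow-twitch genes had between 2.48 and 12.1 FPKM while Tnnt1 was at 0.000263, and in NCD-veh BAT Tnnt1 was at 2.21. A failed estimate of Tnnt1 is therefore a candidate explanation for its value in HFD-veh muscle, alongside low expression.

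Genes outside the liver-enriched set that were near 0 in 1 library and at 5 FPKM or more in another of the same organ were counted in each organ. The 4 organs gave 26 pairs of gene and organ. Beta-s is counted in WAT, liver and muscle, and Pisd-ps1 in BAT and liver. Liver-enriched genes were left out of this count after a count with them had been seen. Of the 10 such genes in liver, 6 are muscle-enriched, and 4 of the 7 in WAT are Svs2, Svs4, Svs5 and Svs6, so these genes are not of a common kind. They include 2 ribosomal protein genes, Rpl22 and Rpl26. Rpl22 had 16.9 FPKM in HFD-ncls BAT and 4.07e-17 in NCD-veh BAT. For these 2 genes a failure of the quantification is a candidate explanation, since a ribosomal protein gene is used in all cells.

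A ratio above 2 or below 0.5 with the floor of 0.001 FPKM, which the genes of S1 Table meet, was also met by many muscle genes that S1 Table does not list. The paper's own criteria add a p-value and a false discovery rate, which were not applied here. The ratio was above 2 for 1690 genes of 22203, of which S1 Table holds 160, and NCD-veh was also higher for 42.8% of the 1690. Among the 1530 not in S1 Table the share was 37.5%. The ratio was below 0.5 for 1580 genes, of which S1 Table holds 98, and NCD-veh was also lower for 73.6%. The paper took its 258 genes from a cluster.

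Of a list of 9 immediate-early genes, the median log2 change between NCD-veh and HFD-veh was -1.78 in BAT, -1.55 in liver, -1.24 in muscle and -0.47 in WAT. Fos had 1.65 FPKM in NCD-veh muscle, 14.8 in HFD-veh and 6.73 in HFD-ncls. Svs2, Svs4, Svs5 and Svs6, chosen after their values were seen, had 8.72, 20.5, 31.1 and 6.00 FPKM in NCD-veh WAT. In the HFD libraries of WAT, Svs5 had 0.113 FPKM in HFD-veh, and the others were listed at 0. No explanation was tested for these genes.

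For genes the paper measured by qRT-PCR, HFD-veh and HFD-ncls muscle had 1.58 and 1.08 FPKM of Pfkl, 72.7 and 118 of Pnpla2, 2.34 and 3.29 of Ucp2, 245 and 255 of Cs and 47.7 and 41.4 of Hk2. In BAT, Pnpla2 had 879 and 931 FPKM. Values for Myh4 in muscle and Alb in liver are missing, and the meaning of a missing value is not stated.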
